# Hypoxia-responsive zinc finger E-box-binding homeobox 2 (ZEB2) regulates a network of calcium-handling genes in the injured heart

**DOI:** 10.1093/cvr/cvae163

**Published:** 2024-09-23

**Authors:** Monika M Gladka, Arwa Kohela, Anne E de Leeuw, Bas Molenaar, Danielle Versteeg, Lieneke Kooijman, Mariska van Geldorp, Willem B van Ham, Rocco Caliandro, Jody J Haigh, Toon A B van Veen, Eva van Rooij

**Keywords:** Cardiac ischaemia, Calcium handling, Hypoxia, Transcriptional regulation, Post-transcriptional regulation, MicroRNA

## Abstract

**Aims:**

Intracellular calcium (Ca^2+^) overload is known to play a critical role in the development of cardiac dysfunction. Despite the remarkable improvement in managing the progression of heart disease, developing effective therapies for heart failure (HF) remains a challenge. A better understanding of molecular mechanisms that maintain proper Ca^2+^ levels and contractility in the injured heart could be of therapeutic value.

**Methods and results:**

Here, we report that transcription factor zinc finger E-box-binding homeobox 2 (ZEB2) is induced by hypoxia-inducible factor 1-alpha (HIF1α) in hypoxic cardiomyocytes and regulates a network of genes involved in Ca^2+^ handling and contractility during ischaemic heart disease. Gain- and loss-of-function studies in genetic mouse models revealed that ZEB2 expression in cardiomyocytes is necessary and sufficient to protect the heart against ischaemia-induced diastolic dysfunction and structural remodelling. Moreover, RNA sequencing of ZEB2-overexpressing (Zeb2 cTg) hearts post-injury implicated ZEB2 in regulating numerous Ca^2+^-handling and contractility-related genes. Mechanistically, ZEB2 overexpression increased the phosphorylation of phospholamban at both serine-16 and threonine-17, implying enhanced activity of sarcoplasmic reticulum Ca^2+^-ATPase (SERCA2a), thereby augmenting SR Ca^2+^ uptake and contractility. Furthermore, we observed a decrease in the activity of Ca^2+^-dependent calcineurin/NFAT signalling in Zeb2 cTg hearts, which is the main driver of pathological cardiac remodelling. On a post-transcriptional level, we showed that ZEB2 expression can be regulated by the cardiomyocyte-specific microRNA-208a (miR-208a). Blocking the function of miR-208a with anti-miR-208a increased ZEB2 expression in the heart and effectively protected from the development of pathological cardiac hypertrophy.

**Conclusion:**

Together, we present ZEB2 as a central regulator of contractility and Ca^2+^-handling components in the mammalian heart. Further mechanistic understanding of the role of ZEB2 in regulating Ca^2+^ homeostasis in cardiomyocytes is an essential step towards the development of improved therapies for HF.

**Time of primary review: 68 days**

## 1. Introduction

Heart failure (HF) caused by ischaemic heart disease (IHD) is the most common cardiac disorder and is a leading cause of death worldwide.^1–3^ IHD is caused by the (partial) occlusion of coronary arteries, which leads to a reduction in blood flow to the heart. Current treatments for IHD include reperfusion therapy and medications that cause a significant reduction in immediate mortality rates. However, improved quality of life and long-term survival remain unattained due to the detrimental pathological remodelling accompanying IHD.^4^

A main hallmark of IHD is the hypoxia-induced loss of cardiomyocytes and the development of a rigid fibrotic scar that affects cardiac contractility.^5,6^ Within cardiomyocytes, ischaemic injury causes calcium (Ca^2+^) overload that leads to hypertrophy and perturbed contractility and eventually cardiomyocyte dysfunction.^7,8^ One major cause of this pathological remodelling is the dysregulation of a network of Ca^2+^-handling genes.^9–11^ Identification of factors which can control Ca^2+^ homeostasis after injury could contribute to the design of novel IHD therapies.

Given the well-known roles of hypoxia-inducible factor 1-alpha (HIF1α) in cardiomyocyte biology after ischaemic injury,^12–17^ we used sequencing data from the infarcted heart to identify genes downstream of HIF1α that could potentially play a role in its cardioprotective effects. In doing so, we were able to identify zinc finger E-box-binding homeobox 2 (ZEB2) as a downstream transcription factor of HIF1α in cardiomyocytes, which is induced during hypoxia and decreases in expression with age. ZEB2 is a central regulator of epithelial-to-mesenchymal transition (EMT),^18,19^ cellular dedifferentiation, and foetal development.^20,21^ Recently, we further identified ZEB2 as a key cardioprotective factor, which signals to endothelial cells in a cell non-autonomous manner to promote angiogenesis, hence maintaining cardiac function after ischaemic damage.^22,23^

Here, we show that upon ischaemic injury, an increase in ZEB2 in cardiomyocytes induces a gene network involved in cardiac contraction and Ca^2+^ handling, which corresponds to a better maintenance in function after ischaemic damage. We further show that ZEB2 is post-transcriptionally regulated by miR-208a and that the therapeutic inhibition of miR-208a can effectively increase ZEB2 levels and prevent pathological remodelling and cardiac dysfunction. Our findings demonstrated that under hypoxic conditions, ZEB2 controls a transcriptional network of Ca^2+^-handling genes in cardiomyocytes, which subsequently mediates the contractile function of the heart.

## 2. Methods

### 2.1 Mice

Animal studies were performed according to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. Animal experiments were approved by the institutional policies and regulations of the Animal Welfare Committee of the Royal Netherlands Academy of Arts and Sciences (HI 13.2304, AVD8011002015250 16.2305/IVD366) and following the Guidelines for the Care and Use of Laboratory Animals. Mice were housed with 12:12 h light:dark cycle in a temperature-controlled room with access to food and water *ad libitum*. We used 8–9-week-old male and female mice for all animal experiments as indicated. The number of mice used represents the minimum required to achieve statistical significance based on previous experience and power calculations. Mice were randomly allocated into experimental groups, and the investigator was blinded to the experimental group if possible.

### 2.2 Human heart samples

Approval for studies on human tissue samples was obtained from the Medical Ethics Committee of the University Medical Center Utrecht, The Netherlands (12#387). Written informed consent was obtained or, in certain cases, waived by the ethics committee when obtaining informed consent was not possible due to the death of the patient. None of the co-authors was involved in tissue collection. Tissue samples were anonymized before the access was obtained. In this study, we included tissue from the left ventricular (LV)–free wall of patients with end-stage HF secondary to IHD. The end-stage HF tissue was obtained during heart transplantation or at autopsy. Correlation analysis for *ZEB2* and *HIF1α* was performed on tissue samples from the LV-free wall of control hearts and patients with IHD (ischaemic region, border zone, and remote region).

### 2.3 Transgenic mouse models

Mice used in this study were generated as previously described.^22^ Rosa26-LoxStopLoxZeb2 mice^24^ were crossed with mice harbouring a Cre recombinase under the control of the murine *Myh6* promoter (αMHC-Cre Tg mice),^25^ to generate αMHC-Cre R26-lslZeb2/lslZeb2 (*Zeb2* cTg) mice. Mice harbouring a floxed allele of *Zeb2* (*Zeb2* fl/fl*)*^26^ were crossed to αMHC-Cre Tg mice to generate Cre-*Zeb2* fl/fl (*Zeb2* cKO) mice. Mice were housed in normal conditions with 12:12 h light:dark cycles in a temperature-controlled room with food and water *ad libitum*. For all animal experiments, we used 8–9-week-old male mice. All mice were genotyped by polymerase chain reaction (PCR) using primers shown in Supplementary material online, *Table S4*. The sample size was determined by a power calculation based on an echocardiographic effect size. Biotechnicians were blinded to group allocation during the experiment and when assessing the outcome.

### 2.4 Ischaemia–reperfusion

Ischaemia–reperfusion (IR) was performed by temporary (1 h) ligation of the left anterior descending artery (LAD). Mice were injected subcutaneously with buprenorphine (0.05–0.1 mg/kg) as an analgesic at least 30 min prior to surgery to alleviate pain or distress. When multiple surgeries take place on the same day, all animals received buprenorphine at the same time in the morning. After 30 min (or longer), mice were anaesthetized with a mix of fentanyl (0.05 mg/kg), midazolam (5 mg/kg), and dexmedetomidine (0.125 mg/kg) via intraperitoneal injection and supplemented with 1–2% isoflurane to maintain a surgical plane of anaesthesia. Immediately after the surgery, anaesthesia was reversed using atipamezole. Mice received a second subcutaneous injection of buprenorphine (0.05–0.1 mg/kg) 8–12 h after the first dose to provide additional pain relief. The third dose of buprenorphine (0.05–0.1 mg/kg) was subcutaneously administered approximately 12 h later (the following day after surgery). After the anaesthesia, mice were intubated, and the tracheal tube was connected to a ventilator (UNO Micro Ventilator UMV-03). Hair was removed from the thorax and neck, and the surgical site was cleaned with iodine and 70% ethanol. Skin was subsequently incised at the midline to allow access to the left third intercostal space. Pectoral muscles were retracted, and the intercostal muscles were cut caudal to the third rib. Wound hooks were placed to allow access to the heart. The pericardium was incised longitudinally, and a 7.0 silk suture was placed around the LAD and a piece of 2–3 mm polyethylene (PE) 10 tubing. One hour later, the PE tubing was removed, and the ligature was cut to allow for reperfusion. Following the surgery, the rib cage was closed with a 5.0 silk suture, and the skin was closed with a wound clip. Mice were disconnected from the ventilator by removing the tracheal tube and placed on a nose cone with 100% oxygen. During the whole procedure and recovery period, animals were placed on a 38°C heating mat.

### 2.5 Echocardiography

Cardiac function was evaluated by two-dimensional transthoracic echocardiography on sedated mice (2% isoflurane) using a Visual Sonic Ultrasound system with a 30 MHz transducer (VisualSonics Inc., Toronto, Canada). Hearts were imaged in a parasternal long-axis and short-axis view at the level of the papillary muscles to record M-mode measurements and determine heart rate, wall thickness, and end-diastolic and end-systolic dimensions. Cardiac contractile function was assessed by fractional shortening (FS) (defined as the end-diastolic dimension minus the end-systolic dimension normalized for the end-diastolic dimension) and ejection fraction (EF) (defined as the stroke volume normalized for the end-diastolic volume).

### 2.6 Euthanasia and tissue collection

After echocardiography, mice were sacrificed by an overdose of isoflurane (3–4%), followed by cervical dislocation for tissue collection.

### 2.7 Tomo-seq

Tomo-seq experiments were performed as described previously.^27^ In short, heart samples were embedded in tissue freezing medium, frozen on dry ice, and cryosectioned into 48 slices of 80 µm thickness. Next, ribonucleic acid (RNA) was extracted from individual slices, and Illumina sequencing libraries were barcoded according to the CEL-seq protocol.^28^ Paired-end reads obtained by Illumina sequencing were aligned to the transcriptome using BWA.^29^ The 5′ mate of each pair was used for mapping, discarding all reads that mapped equally well to multiple loci. The 3′ mate was used for barcode information. Read counts were first normalized to total counts per section and then renormalized to the median of total reads across sections in order to ensure that count numbers roughly corresponded to the number of mapped reads. Tomo-seq data analysis was performed in MATLAB (MathWorks) using custom-written code. An expression cut-off of >4 reads in >1 section was used.

### 2.8 Isolation of ventricular cardiomyocytes from neonatal rats

Neonatal rat cardiomyocytes (NRCM) were isolated by enzymatic dissociation of 1–2-day-old neonatal rat hearts. In brief, pups were placed on ice for 5–10 min for light anaesthesia. After decapitation, hearts were collected, and ventricles were separated from atria and cut into small pieces in a balanced salt solution prior to enzymatic digestion using trypsin (Thermo Fisher Scientific, #15400054) under constant stirring at 37°C. The supernatant, containing intact cardiomyocytes, was collected, centrifuged at 1500 rpm for 4 min, and resuspended in Ham F10 medium (Thermo Fisher Scientific, #11550043) supplemented with 5% FBS, 10% L-glutamine, and 10% Pen-Strep. Collected cells were seeded onto uncoated 100 mm plastic dishes for 1.5 h at 37°C in 5% CO_2_ humidified atmosphere. Subsequently, the supernatant, which consists mainly of non-adhering cardiomyocytes, was collected, and cells were counted and plated on gelatine-coated 6-well plates 1 × 10^6^ cells per well. After 24 h, the medium was changed to Ham F10 supplemented with insulin–transferrin–sodium selenite supplement (Roche), 10% L-glutamine, and 10% Pen-Strep. Cells were used for the hypoxia study, small interfering RNA (siRNA)–mediated knock-downs and infection with AAV9 virus as described below.

### 2.9 Hypoxia study

NRCMs were isolated and 1 × 10^6^ cells were plated per well in 6-well plates. For hypoxia treatment, cells were placed in a hypoxia chamber with 1% O_2_ and 5% CO_2_ and incubated for 1, 2, 4, 6, 8, or 24 h. For normoxia treatment, control cells were placed for 24 h in a regular cell culture incubator. RNA was isolated after each time point as described below. For immunohistochemistry, cells were cultured for 6 h under normoxic or hypoxic conditions, fixed, and stained as described below.

### 2.10 Promoter analysis

We used rVista 2.0 (https://rvista.dcode.org) to compare the *Zeb2* and *Adcy6* promoter regions between mouse and human and illustrated our data as percentage of conservation of a 10.0 kb genomic region upstream of transcriptional start site of *Zeb2* or *Adcy6*.

### 2.11 Measurements and analysis of Ca^2+^ transients

Cardiomyocytes were isolated as described before.^30^ Cells were subsequently incubated in 1:1000 Ca^2+^-sensitive dye Fluo-4-AM (Thermo Fisher, #F14201) in Tyrode solution containing (mM) NaCl (130), KCl (4), CaCl_2_ (1.8), MgCl_2_ (1.2), NaHCO_3_ (18), HEPES (10), and glucose (10), for 15 min at 37 degrees. Cells were placed in Tyrode solution during the recording of the Ca^2+^ transients and were paced at 1, 3, and 5 Hz by field stimulation. Recordings were made on a custom-built microscope (Cairn Research, Kent, UK) using a 10× objective. Blue light was used for excitation, using a 482/35 excitation filter (Semrock FF01-482/35-25) and captured using a 514 long-pass emission filter (Semrock LP02-514RU-25), with a high-speed camera (Andor Zyla 5.5.CL3, Oxford Instruments). Analysis was performed using a custom MATLAB script (https://osf.io/86ufe/). Fluorescence signals were normalized to their own baseline intensity to allow for comparisons between conditions. Ca^2+^ traces were selected from the data set, and signal noise was filtered to visualize representative Ca^2+^ transients.

### 2.12 RNA isolation and quantitative real-time PCR

RNA was isolated using TRIzol reagent (Invitrogen) and reverse transcribed into complementary DNA (cDNA) using iScript cDNA Synthesis Kit (Bio-Rad, #1708891) according to the manufacturer’s instructions. Quantitative real-time PCR (qPCR) was performed using iQ SYBR Green Supermix (Bio-Rad, #170-8885) on the CFX96 Real-Time PCR instrument (Bio-Rad). Transcript levels were normalized for endogenous loading. Primer sequences are provided in Supplementary material online, *Table S5*.

### 2.13 RNA Sequencing

Total RNA was extracted from remote zones of hearts using TRIzol reagent (Invitrogen). RNA sequencing (RNA-seq) libraries were prepared using the TruSeq Stranded Total RNA Library Prep Kit (Illumina) with Invitrogen according to the manufacturer’s instructions. Next, strand-specific single-end 75 bp reads were generated on an Illumina NextSeq 500. Reads were aligned and quantified against the Gencode.M4 gtf list for annotated genes using the STAR workflow. 

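The authors deposited 2 tables of reads counted per gene, each with 6 libraries and the same 38293 Ensembl gene identifiers. Of these identifiers, 36345 have a symbol and a position in GENCODE release M21, which uses the same mouse genome build (GRCm38) as the release M4 named in the methods, and the positions given here come from M21.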

Heart libraries were sequenced with a minimum of 14 million reads [16.2 ± 1.9 (mean ± SD)]. 

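Over all 12 libraries analysed here, between 20215781 and 36816818 reads per library were counted on genes, with a mean of 28213023. A large share of these came from the mitochondrial genome, between 60.6% and 73.5% per library, and the mitochondrial ribosomal RNA mt-Rnr2 alone took between 48.4% and 59.8%. Genes outside the mitochondrial genome received between 5706340 and 11618213 counts per library, and this is the depth behind the values of the genes discussed in the paper.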

Differential expression was analysed using DESeq v1.2211 using per condition dispersion estimates.

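The tables hold whole-number counts without normalization, so the comparisons reported here were made again from the counts, each within its own table, because the tables were deposited separately. They used edgeR's quasi-likelihood test with TMM normalization, the filterByExpr filter on low counts and Benjamini-Hochberg adjustment. DESeq2 and limma-voom were run as alternatives, and the DESeq release named in the methods was not used here. On simulated data made from the means and library sizes of the libraries of injured Zeb2 WT and Zeb2 cTg hearts, this test called 84.5% of 194 changed genes in the right direction, and 4.65% of the genes it called had not been changed. For the libraries of WT sham and WT IR hearts, these shares were 93.3% and 5.24%. These simulated data held no relation with GC content, unlike the real counts, and every changed gene was changed by at least 1 on the log2 scale. The shares therefore do not tell how many calls on the real counts are false. With a slope on GC content added to the simulated Zeb2 cTg libraries and no correction for it, 67.5% of called genes had not been changed.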

### 2.14 Gene ontology and pathway analysis

To identify whether gene groups shared similar biological functions, differentially expressed gene groups were analysed using Kyoto Encyclopedia of Genes and Genomes pathway and Gene Ontology biological processe database using DAVID7. Significant enrichment of genes was shown, and *P* values were corrected for multiple testing using the Benjamini–Hochberg method.

### 2.15 Western blot analysis

Heart tissue lysates were collected in RIPA buffer [50 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate (Sigma-Aldrich), 1% Triton X-100 (Sigma-Aldrich), protease inhibitor (Roche)], and protein concentration was determined using a Bradford assay (Bio-Rad). Samples were boiled in 4× Laemmli buffer, including 2% β-mercaptoethanol for 5 min at 99°C. SDS-PAGE and Western Blot were performed using Mini-PROTEAN Tetra Vertical Electrophoresis Cell with Mini Trans-Blot (Bio-Rad). Membranes were blocked in 3–5% non-fat dry milk and incubated overnight at 4°C with primary antibodies (see Supplementary material online, *Table S6*). On the next day, blots were incubated with the corresponding peroxidase-conjugated AffiniPure secondary antibodies (Jackson ImmunoResearch) for 45 min and proteins were visualized using ECL solution (Bio-Rad, #170-5061) on the ImageQuant LAS4000 imaging system. Western blots were quantified using Fiji software.

### 2.16 Immunofluorescence staining

Immunofluorescence imaging was performed on paraffin-embedded heart sections and fixed *in vitro* cultures. Paraffin-embedded heart sections were deparaffinized and re-hydrated in an alcohol gradient. Sections were subsequently boiled in boiling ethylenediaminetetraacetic acid buffer pH 9 for 20 min for antigen retrieval, blocked with 0.05% BSA, and incubated with primary antibodies (see Supplementary material online, *Table S5*) overnight at 4°C. On the next day, sections were washed and incubated with the corresponding Alexa Fluor secondary antibodies (Thermo Fisher Scientific) for 1 h followed by 4′,6-diamidino-2-phenylindole (DAPI) 1:5000 (Invitrogen, #D3571) for 10 min at room temperature (RT). Sections were finally mounted with ProLong Gold Antifade Mountant (Invitrogen, #P36934) for imaging. Fluorescein isothiocyanate–labelled wheat germ agglutinin (Sigma-Aldrich, #L4895) was used to visualize and quantify cardiomyocyte cross-sectional area with ImageJ software. For *in vitro* cultures, cells were fixed with 4% paraformaldehyde, quenched with NH4Cl, permeabilized, blocked with 1% fish gelatine (gelatine from cold-water fish skin, Sigma-Aldrich, #G7765), and incubated with primary antibodies (see Supplementary material online, *Table S5*) for 25 min at RT. Cells were then incubated with the corresponding Alexa Fluor secondary antibodies (Thermo Fisher Scientific) for 20 min at RT. Cells were finally washed and sealed with mounting medium (ProLong Gold Antifade Mountant with DAPI, Invitrogen, #P36935). Imaging was performed using the Leica TCS SPE confocal microscope.

### 2.17 siRNA experiments

siRNA trilencers purchased from OriGene were used to knock down ZEB2 (#SR511798), HIF1α (#SR510711), and AC6 (#SR511901). A scrambled siRNA was used as a non-targeting control (#SR30002). Knock-down was performed at a final concentration of 10 nM using Lipofectamine 2000 (Thermo Fisher Scientific, #11668027) for 24 h. Next, medium was refreshed for an additional 8 h, and cells were harvested for analysis. Cells were subjected to hypoxia (1% O_2_ and 5% CO_2_) for 6 h before collection.

### 2.18 Human heart samples

Approval for studies on human tissue samples was obtained from the Medical Ethics Committee of the University Medical Center Utrecht, The Netherlands (12#387). Written informed consent was obtained or in certain cases waived by the ethics committee when obtaining informed consent was not possible due to death of the patient. In this study, we used tissue from the LV-free wall of patients with end-stage HF secondary to IHD. Tissue was obtained during heart transplantation or upon autopsy. RNA was isolated as previously described, and gene expression values obtained by qPCR were plotted for correlation analysis.

### 2.19 MicroRNA target prediction

For the identification of putative microRNAs targeting Zeb2, we used the target prediction tools miRBase (http://www.mirbase.org) and TargetScan (http://www.targetscan.org/vert_72/).

### 2.20 Luciferase assay

HEK293T cells were transfected using Lipofectamine (Thermo Fisher Scientific, #11668027) with pMIR-reporter plasmid containing the 3′ untranslated region (3′UTR) of ZEB2 (25 ng/well), pCMV plasmid containing miR-208a (at different concentrations), and *Renilla*. After 48 h, luciferase activity was measured using the Dual-Luciferase® Reporter Assay System (Promega). Relative luciferase activity was normalized to *Renilla* expression.

### 2.21 Anti-miR injection in mice

For the baseline study, adult C56BL/6J mice (Charles Rivers) were injected with anti-miR-control or anti-miR-208a (25 mg/kg) subcutaneously for three consecutive days. Animals were sacrificed 3, 7, or 14 days after the last injection, and cardiac tissues were collected for baseline analysis. For the IR study, adult mice received sham or IR surgery which was followed by subcutaneous anti-miR injections for three consecutive days and used for functional and molecular analysis 14 days later.

### 2.22 Statistical and reproducibility

The number of samples (*n*) used in each experiment is shown in the figures and indicates biological replicates. Results are presented as the mean ± standard error of the mean (SEM). Statistical analyses were performed using PRISM (GraphPad Software Inc. version 6). Two groups were statistically compared using Student’s *t*-test. Multiple groups were statistically compared using ordinary one-way ANOVA or two-way ANOVA. Outliers were defined by Grubbs’ test (alpha = 0.05). Data are represented as mean ± SEM. Differences were considered statistically significant at *P* < 0.05. In the figures, asterisks indicate statistical significance (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001) which is also indicated in the individual figures. All representative images of the hearts or cells were selected from at least three independent experiments with similar results, unless indicated differently in the figure legend.

## 3. Results

### 3.1 *Hif1α* induces *Zeb2* expression in hypoxic cardiomyocytes

In an effort to define novel mechanisms that underlie cardiac remodelling after ischaemic injury, we generated a spatial gene expression atlas of the infarcted mouse heart using Tomo-seq.^27,31^ By sequencing consecutive sections, we were able to obtain local gene expression profiles spanning from the infarct to the remote area (*Figure 1A* and *B*). Local expression cues enabled us to trace the expression of critical factors involved in specific aspects of cardiac remodelling. Considering the importance of *Hif1α* during cardiac ischaemia, we screened for the top 100 genes that showed the highest correlation with *Hif1α* expression across the infarcted heart (*Figure 1C*, Supplementary material online, *Figure S1A* and *B*). As expected, these genes were functionally linked to response to wounding and hypoxia (*Figure 1D*), confirming a link between the genes and *Hif1α*. Next to known *Hif1α* interactors, such as *Egr1*, *Adam10,* and *Abcg2*,^32–34^ we identified *Zeb2* as one of the top *Hif1α* co-regulated transcription factors (*Figure 1E*). By qPCR analysis, we could further validate a strong correlation between *Hif1α* and *Zeb2* expression in infarcted areas of hypoxic hearts at several time points after injury (*Figure 1F*). A positive correlation was also observed in single cardiomyocytes isolated from injured mouse hearts (*Figure 1G*) and in human ischaemic hearts (*Figure 1H*). To address the possible regulation of *Zeb2* by HIF1α in cardiomyocytes, we performed siRNA-mediated knock-down of endogenous *Hif1α* in primary NRCM subjected to normoxia or hypoxia for 6 h (see Supplementary material online, *Figure S2A*). This led to a reduction in the expression of *Hif1α* (*Figure 1I*), known as HIF1α target genes (see Supplementary material online, *Figure S2B* and *C*), and a decrease in *Zeb2* transcript levels (*Figure 1J*). When examining the *Zeb2* promoter region, we identified five conserved hypoxia-responsive elements (HREs), which could potentially explain the observed HIF1α-dependent *Zeb2* expression (*Figure 1K*, Supplementary material online, *Figure S2D–F*).

**Figure 1:**
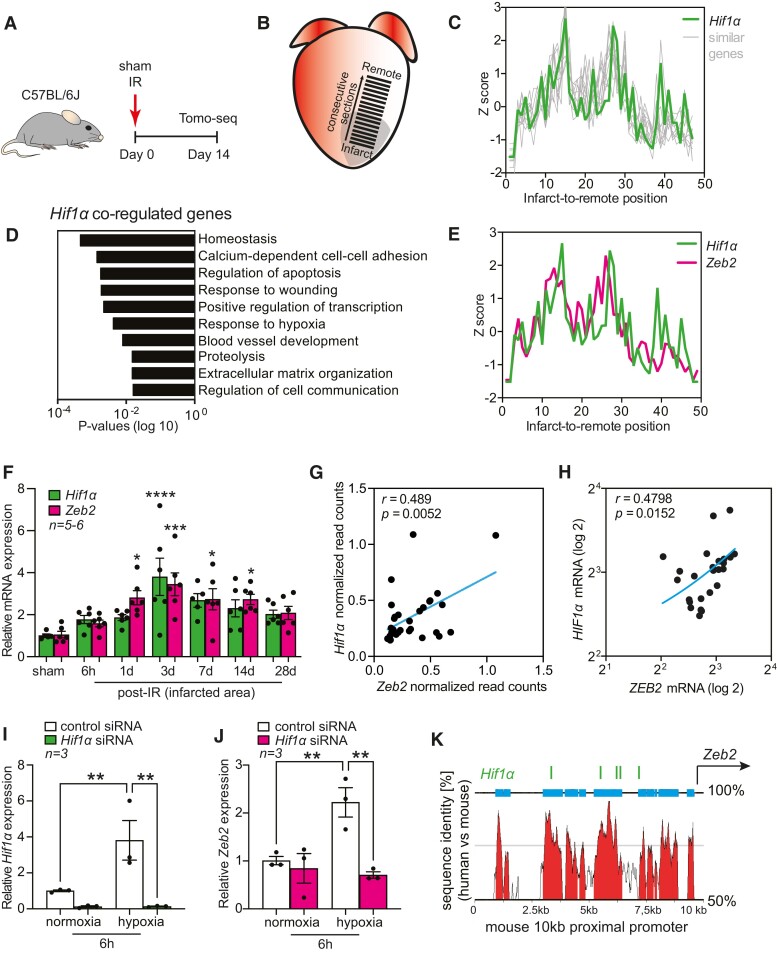
Zeb2 is induced by HIF1α in hypoxic cardiomyocytes. (*A*) Study design. (*B*) Tomo-seq on infarcted mouse heart. (*C*) Spatial expression traces of *Hif1α* and similarly regulated genes in mouse hearts 14 days post-injury. (*D*) Gene Ontology analysis showing enriched pathways of *Hif1α* co-regulated genes. (*E*) Spatial expression traces of *Hif1α* and *Zeb2* in the infarcted mouse heart. (*F*) qPCR analysis of *Hif1α* and *Zeb2* expression levels in mouse hearts collected at different time points after IR. (*G–H*) Pearson correlation between *Hif1α* and Zeb2 expression in (*G*) single cardiomyocytes isolated from injured mouse hearts and (*H*) human ischaemic hearts. (*I* and *J*) qPCR analysis of (*I*) *Hif1α* and (*J*) *Zeb2* expression levels following *Hif1α* knock-down in NRCMs. (*K*) UCSC Genome Browser annotation of the 10 kb proximal promoter region of *Zeb2* showing multiple conserved HREs. *n* (biological replicates) is indicated in the figures. Data are represented as mean ± SEM, *P < 0.05, **P < 0.01, and ***P < 0.001 compared to control (corresponding sham or normoxia) using one-way ANOVA followed by Dunnett’s multiple comparison test (*F*) or unpaired, two-tailed Student’s *t*-test (*I* and *J*). NRCMs, neonatal rat cardiomyocytes; HRE, hypoxia-responsive elements.

Western Blot analysis shows increased ZEB2 expression in NRCMs subjected to hypoxia compared to normoxia for indicated time points (*Figure 2A* and *B*). Immunofluorescent staining of ZEB2 in NRCMs showed an induction of ZEB2 protein after 6 h of hypoxia (*Figure 2C*). Since embryonic and neonatal hearts are more hypoxic than adult hearts,^35^ we also checked the expression of *Zeb2* during different developmental stages. High expression levels of *Zeb2* were observed in embryonic and postnatal mouse hearts on mRNA (*Figure 2D*) and protein (*Figure 2E*) levels, followed by a significant decrease in adult hearts and an induction 3 days after ischaemic injury (*Figure 2D*). Altogether, these data strongly suggest a HIF1α-mediated *Zeb2* induction in cardiomyocytes during hypoxia.

**Figure 2:**
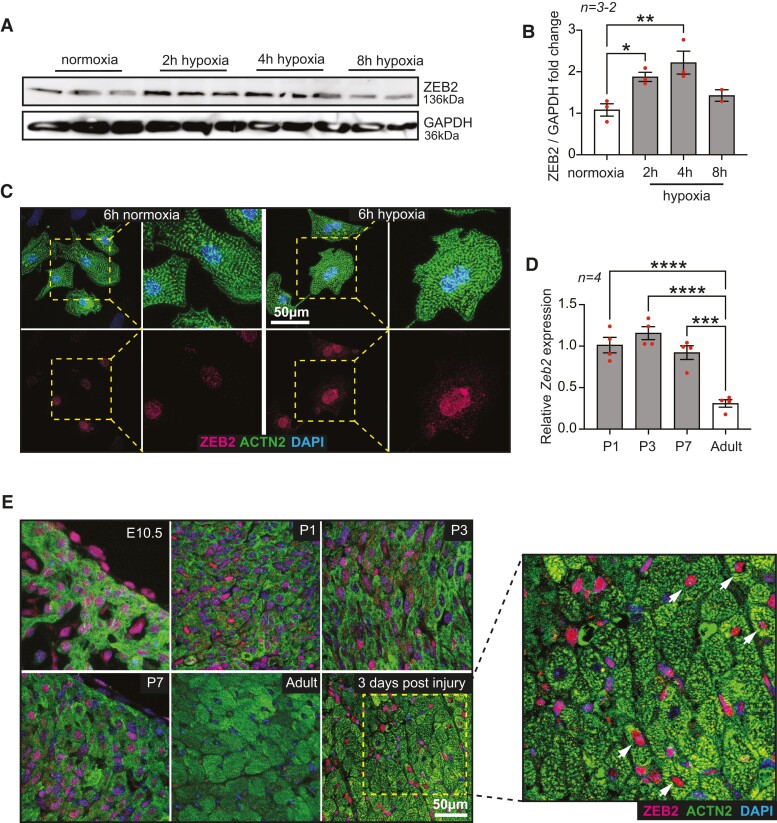
ZEB2 expression is induced in response to hypoxia. (*A*) Western blot analysis of ZEB2 and (*B*) the quantification in NRCMs subjected to normoxia and hypoxia for indicated time points. (*C*) Representative immunofluorescence staining of ZEB2 and ACTN2 in normoxic and hypoxic NRCMs. Insets show magnified regions. (*D*) qPCR expression analysis of Zeb2 at different developmental stages of mouse hearts. (*E*) Representative immunofluorescence staining of ZEB2 and ACTN2 in mouse hearts at different developmental time points and after ischaemic injury. *n* (biological replicates) is indicated in the figures. White arrows show ZEB2-positive cardiomyocytes. Data are represented as mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 compared to control (normoxia or adult heart) using one-way ANOVA followed by Dunnett’s multiple comparison test (*B* and *D*).

### 3.2 Cardiomyocyte-specific ZEB2 overexpression protects from IR-induced pathological hypertrophy and contractile dysfunction

To study the *in vivo* effects of ZEB2 induction in cardiomyocytes, we generated cardiomyocyte-specific ZEB2-overexpressing mice (Zeb2 cTg) as described previously^22^ and subjected them to IR injury. Functional and molecular analysis 14 days after surgery confirmed the upregulation of ZEB2 at mRNA and protein levels in Zeb2 cTg mice compared to their wild-type (WT) littermates (Zeb2 WT) (*Figure 3A–D*). Echocardiographical measurements showed an improvement in function and a better maintained cardiac morphology in Zeb2 cTg mice (*Figure 3E–G*, Supplementary material online, *Figure S3A–C* and *Table S1*). Additionally, heart weight to tibia length (HW/TL) ratio indicated a reduction in pathological hypertrophy in Zeb2 cTg mice post-IR compared to WT controls (*Figure 3H*). This was confirmed by a reduction in the surface area of cardiomyocytes located at border zone and remote areas of the injured hearts (*Figure 3I* and *J*).

**Figure 3:**
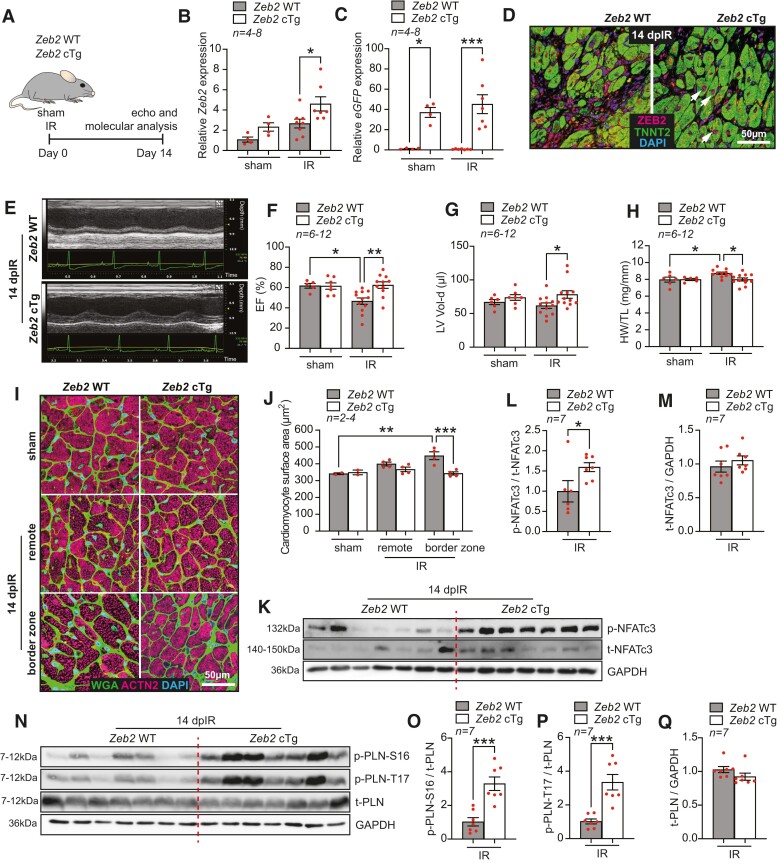
Cardiomyocyte-specific ZEB2 overexpression protects from ischaemia-induced pathological hypertrophy and contractile dysfunction. (*A*) Study design. (*B* and *C*) qPCR analysis of (*B*) Zeb2 and (*C*) eGFP (Ct values) in the hearts from Zeb2 WT and Zeb2 cTg mice post sham or IR surgeries. (*D*) Representative immunofluorescence staining of ZEB2 and TNNT2 in the hearts from Zeb2 WT and Zeb2 cTg mice 14 days post-IR (dpIR). (*E*) Representative M-mode images of Zeb2 WT and Zeb2 cTg mice 14 dpIR. (*F–H*) Quantification of (*F*) ejection fraction (EF), (*G*) left ventricular volume in diastole (LV Vol-d), and (*H*) heart weight to tibia length (HW/TL) ratio in Zeb2 WT and Zeb2 cTg mice post-surgery. (*I*) WGA staining to show cardiomyocyte surface area and (*J*) its quantification. (*K–Q*) Western blot analysis of (*K* and *N*) the indicated proteins and (*L*, *M*, and *O–Q*) their quantification in Zeb2 WT and Zeb2 cTg mice 14 dpIR. *n* (biological replicates) is indicated in the figures. White arrows show ZEB2-positive cardiomyocytes. Data are represented as mean ± SEM, *P < 0.05, **P < 0.01, and ***P < 0.001 using one-way ANOVA followed by Sidak’s multiple comparison test (*B*, *C*, *F*, *G*, and *H*), compared to sham using one-way ANOVA followed by Dunnett’s multiple comparison test (*J*) or compared to Zeb2 WT using unpaired, two-tailed Student’s *t*-test (*L*, *M*, *O*, *P*, and *Q*).

Calcineurin is a phosphatase that upon increased levels of cytosolic Ca^2+^ dephosphorylates nuclear factor of activated T cells (NFAT), which in turn translocates to the nucleus to activate a hypertrophic gene programme.^36,37^ While several NFAT isoforms have been detected in the heart,^38,39^ NFATc3 plays a dominant role in cardiac hypertrophic signalling.^40^ In line with the pro-hypertrophic role of the calcineurin/NFAT signalling pathway, we observed significantly higher levels of NFATc3 phosphorylation (p-NFATc3) in Zeb2 cTg post-IR hearts compared to the Zeb2 WT group with no increase in total NFATc3 (t-NFATc3) (*Figure 3K–M*), implying less calcineurin activity upon increased ZEB2 levels. This effect was not observed when comparing the sham groups of both genotypes (see Supplementary material online, *Figure S3D–F*).

Since calcineurin is activated during an intracellular increase in Ca^2+^,^41,42^ we next examined whether the Ca^2+^-handling machinery was affected in Zeb2-overexpressing hearts. Phospholamban (PLN) is a key regulator of cardiac contractility that modulates Ca^2+^ sequestration in the sarcoplasmic reticulum (SR) via sarco/endoplasmic reticulum Ca^2+^ (SERCA2a). Phosphorylation of PLN relieves the inhibitory effect of PLN on SERCA2a, which leads to a faster relaxation and an increase in contraction.^43,44^ This can occur either through beta-adrenergic stimulation and enhanced cyclic adenosine monophosphate (cAMP)–dependent protein kinase A activity at serine-16 (S16) or the activation of the Ca^2+^/calmodulin-dependent CamKII at threonine-17 (T17).^45,46^ Cardiomyocyte-specific overexpression of ZEB2 increased PLN phosphorylation at both S16 and T17 (*Figure 3N–Q*), likely contributing to the enhanced cardiac contractility observed in these mice after injury. This increase in phosphorylation of PLN was also seen, although not significantly, in sham hearts from Zeb2 cTg mice, further exemplifying the role of ZEB2 in mediating these effects (see Supplementary material online, *Figure S3G–J*). Together, these data indicate that ZEB2 overexpression in cardiomyocytes prevents cardiac dysfunction and cardiomyocyte hypertrophy post-ischaemic injury.

### 3.3 Cardiac overexpression of ZEB2 alters the expression of Ca^2+^-handling genes in the heart

To examine the role of ZEB2 in injured cardiomyocytes in more detail, we performed RNA-seq on cardiac tissue from Zeb2 WT and Zeb2 cTg mice subjected to IR (*Figure 4A*). 

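The libraries come from 3 Zeb2 WT and 3 Zeb2 cTg hearts 14 days after IR. Zeb2 cTg mice carry a Zeb2 transgene in the Rosa26 locus, which a Cre recombinase expressed in cardiomyocytes switches on. The methods name the remote zone of the heart as the tissue and a total RNA kit, whereas the records of the deposited samples name the left ventricle and an mRNA kit and the design text deposited with them names the infarct area with its border zone, and all are given here because the materials do not settle which was used. The authors deposited 1 table with the number of reads counted on each gene in each library. Between 26029778 and 30135232 reads per library were counted on genes in Zeb2 WT IR (median 27485698) and between 24191364 and 29466324 in Zeb2 cTg IR (median 29398001). In units of 1e6 reads, the paper states a minimum of 14 per library and a mean ± SD of 16.2 ± 1.9, and the values here use the deposited counts. After TMM normalization, 13018 genes had enough counts to be tested. The counts of any 2 of these 6 libraries differed by more than sampling noise (chi-square per gene from 12.6 to 134).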

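Zeb2 itself (ENSMUSG00000026872, chromosome 2, 44983632 to 45117395, minus strand) is the gene that should differ between the genotypes. It had 57.0 ± 1.59 CPM (counts per 1e6 counts, TMM-normalized; mean ± SD, n = 3 mice) in the libraries labelled Zeb2 cTg IR and 59.8 ± 6.43 CPM (SD, n = 3) in Zeb2 WT IR, a log2 fold change of -0.07 (standard error 0.12, adjusted p = 0.750 from edgeR's quasi-likelihood test). The groups overlapped, with 55.5, 56.9 and 58.7 CPM against 54.7, 57.8 and 67.0 CPM. Leaving out each library in turn moved the log2 fold change between -0.13 and 0.02, and a correction for GC content moved it to 0.15 (adjusted p = 0.493). With the replicate number as a block, it was -0.06 (adjusted p = 0.684). Because Zeb2 was not higher in them, the libraries of this group are called the libraries labelled Zeb2 cTg IR, and every direction drawn from them rests on the labels.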

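Between the libraries labelled Zeb2 cTg IR and those of Zeb2 WT IR, 278 genes were higher and 196 lower with an adjusted p-value under 0.05, and these directions rest on labels that the Zeb2 counts do not bear out. In all 474 genes, the CPM of the groups did not overlap. Over all genes tested, 26.2% did not overlap, where chance gives 10% for 3 mice against 3. The number of genes was 3134 at an unadjusted p under 0.05, the alternative that moved it most, and from 98 to 2419 across the 6 fits that each left out 1 library. Mice with the same replicate number are different animals, but their deviations from the group means had a mean correlation of 0.117, and with the replicate number as a block 1164 genes were higher and 649 lower. Across genes, which are not independent replicates, the log2 fold change rose with the GC content of the transcript (Spearman's rho 0.552 over 12892 genes). After a correction for GC content, 446 genes were higher and 355 lower, and 400 of the 474 genes still passed.
Among genes with symbols other than predicted ones, the smallest p-values of the genes that were higher belonged to Slc17a7, Wif1, Cacna1h, Jpt1 and Fam122b. Slc17a7 had 19.4 ± 5.30 CPM (SD, n = 3) against 2.38 ± 0.227 CPM (SD, n = 3), a log2 fold change of 3.02 (standard error 0.22, adjusted p = 0.000505). Those of the genes that were lower belonged to Myot, Egf, Polq, Lrtm1 and Tmem150c. Myot had 0.579 ± 0.354 CPM (SD, n = 3) against 20.8 ± 4.19 CPM (SD, n = 3), a log2 fold change of -5.19 (standard error 0.33, adjusted p = 0.000505). These 10 genes passed in each of the 6 fits that left out 1 library.
Ranked by p-value, the top 200 genes that were higher all passed the threshold, and the largest adjusted p-value among them was 0.0369. Pathways were tested here with Reactome sets in place of the databases used by the paper, over all their genes and not only the top ones. The set for striated muscle contraction had 18 genes higher and 5 lower among 23 tested, with a mean log2 fold change of 0.35 (adjusted p = 0.102 from limma's fry test over 10 lists), and with the replicate number as a block the mean was 0.34 (adjusted p = 0.0982). The set for respiratory electron transport had 55 genes higher and 16 lower among 71 tested, with a mean of 0.33 (adjusted p = 0.102) and 0.31 with the block (adjusted p = 0.141). Without mitochondrial genes it had 55 higher and 9 lower among 64 tested, with a mean of 0.39 (adjusted p = 0.0872 from the fry test). Its genes encoded in the mitochondrial genome thus lowered the mean of the whole set. Neither set passed in these fits. With the same test, the striated muscle set passed with the correction for GC content (adjusted p = 0.0180) and with all 12 libraries in 1 fit (adjusted p = 0.0210), and the electron transport set with the latter (adjusted p = 0.0403). With the block and the correction for GC content together, the striated muscle set did not pass (mean 0.18, adjusted p = 0.0621). With size factors from cardiomyocyte markers the adjusted p-values of these 2 sets were 0.0242 and 0.0351, but over 4 lists only, since marker lists are left out there, so these cannot be set beside the values over 10 lists. With limma's camera test, which ranks a set against all other genes, the adjusted p-values were 0.00387 and 1.86e-06.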

Pathway analysis of the top 200 significantly upregulated genes was linked to Ca^2+^ signalling and cardiac muscle contraction, further suggesting a role for ZEB2 in regulating these processes (*Figure 4B* and *C*). The expression of the top upregulated genes was confirmed by qPCR in a larger sample set (*n* = 7–8) (*Figure 4D–I*).

**Figure 4:**
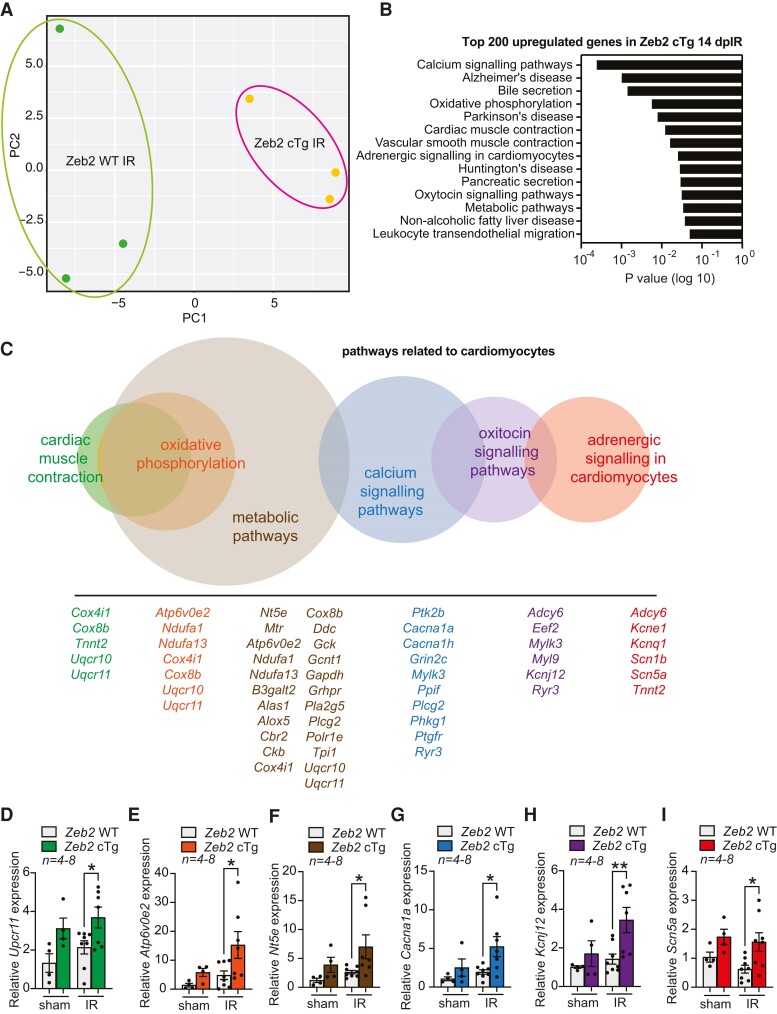
RNA-seq analysis on the hearts from injured Zeb2 WT and Zeb2 cTg mice reveals altered expression of Ca^2+^-handling genes. (*A*) Principal component analysis (PCA) showing the distribution of RNA-seq data transcripts from Zeb2 WT and Zeb2 cTg mice 14 days post-IR (dpIR). (*B*) Gene ontology analysis showing enriched pathways of the top 200 upregulated genes on RNA-seq in Zeb2 cTg vs. Zeb2 WT mice 14 dpIR. (*C*) Multi-set Venn diagram illustrating pathway Gene Ontology analysis related to cardiomyocyte function of the top upregulated genes on RNA-seq in Zeb2 cTg vs. Zeb2 WT mice 14 dpIR. (*D–I*) qPCR analysis of the indicated genes representative of the different pathways in *C* in Zeb2 cTg vs. Zeb2 WT mice 14 days post sham or IR. *n* (biological replicates) is indicated in the figures. Data are represented as mean ± SEM, *P < 0.05, and **P < 0.01 compared to Zeb2 WT using Ordinary one-way ANOVA followed by Sidak’s multiple comparison test (*D*, *E*, *F*, *G*, *H*, *I*, and *J*).

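In a principal component analysis of the 500 most variable genes (Fig. 4A shows the authors' own), the first component held 54.4% of the variance and separated the groups, with scores from -20.4 to -15.3 in Zeb2 WT IR and from 15.5 to 19.7 in the libraries labelled Zeb2 cTg IR. The second component, with 18.8%, did not. The 41 genes named in Fig. 4C were chosen by the authors on these libraries, so their values describe that choice and are no independent test of it. All 41 were higher in the libraries labelled Zeb2 cTg IR, in which Zeb2 was not, with a mean log2 fold change of 1.40 (adjusted p = 0.00818 from limma's fry test) and 1.39 with the replicate number as a block (adjusted p = 0.0291). Over all genes tested, 35 had an adjusted p-value under 0.05, and 31 were among the top 200 by p-value.
Of the genes measured by qPCR in Fig. 4D–I, Nt5e had 19.9 ± 3.84 CPM (SD, n = 3) against 8.82 ± 0.984 CPM (SD, n = 3), a log2 fold change of 1.17 (standard error 0.17, adjusted p = 0.0109 from edgeR's quasi-likelihood test), and passed in each of the 6 fits that left out 1 library. Uqcr11 (1.29), Kcnj12 (1.28), Cacna1a (1.16) and Atp6v0e2 (0.95) passed as well, with adjusted p-values from 0.0155 for Kcnj12 to 0.0399 for Uqcr11, but in at most 3 of these 6 fits. For Cacna1a the log2 fold change was 0.74 after the correction for GC content and no longer passed (adjusted p = 0.0819). In each of these genes the CPM of the groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow).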

To address the consequences of the observed increase in expression of cardiac contractility-related genes, we used our existing RNA-seq data of WT sham vs. WT IR hearts to check how expression of these genes is altered upon injury. 

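The table of WT hearts was deposited separately and holds counts for 3 WT sham and 3 WT IR libraries. The methods name no difference in how the 2 tables were made. Between 20215781 and 32501962 reads per library were counted on genes in WT sham (median 25218174) and between 23621297 and 36816818 in WT IR (median 33475852). Mitochondrial genes took between 65.0% and 71.8% in WT sham and between 65.0% and 68.8% in WT IR. After TMM normalization, 13756 genes were tested, of which 1519 were higher and 1340 lower in WT IR with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. The number of genes was between 421 and 4980 across the 6 fits that each left out 1 library. The split depended on the scaling, since size factors from 22 cardiomyocyte markers moved the median of all genes from 0.01 to 0.29 on the log2 scale and gave 3282 genes higher and 263 lower. The first principal component held 83.7% of the variance of the 500 most variable genes and separated the groups. The 2 tables hold separate sets of mice, and their injured wild-type hearts differed. In a fit of all 12 libraries, 4289 of 14151 genes had an adjusted p-value under 0.05 between Zeb2 WT IR and WT IR (edgeR's quasi-likelihood test). These groups differ in mouse line and table at once.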

We observed that the expression of various genes related to cardiomyocyte contractility is reduced upon ischaemic injury (see Supplementary material online, *Figure S4A*), which correlates with a decline in cardiac function.^47–51^ This decrease was restored upon ZEB2 overexpression in the ischaemic heart (see Supplementary material online, *Figure S4B*), suggesting a ZEB2-mediated rescue of contractility-related genes after ischaemic injury.

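Of the 28 genes in Fig. S4A, 27 had enough counts to be tested, and Atp2a1 did not. In WT IR 22 of them were lower and 5 higher than in WT sham, with a mean log2 fold change of -0.40. As a list they did not pass after adjustment over the 9 lists tested (adjusted p = 0.0759 from limma's fry test), whereas with limma's camera test they did (adjusted p = 2.37e-06). Relative to cardiomyocyte markers the mean was -0.13 (adjusted p = 0.0124 from the fry test, over 3 lists only). Singly, 9 genes were lower with an adjusted p-value under 0.05 over all genes tested, and 12 were lower with adjustment over the list alone. The largest decrease among the 9 was that of Kcng2, with 16.2 ± 2.59 CPM (SD, n = 3) in WT IR against 32.9 ± 1.96 CPM (SD, n = 3) in WT sham, a log2 fold change of -1.03 (standard error 0.11, adjusted p = 0.00208 from edgeR's quasi-likelihood test), and it passed in each of the 6 fits that left out 1 library. Kcnh2, Tnnt1, Kcnn1, Myh14, Kcnj11, Kcnq1 and Adcy5 were among the others, with log2 fold changes from -0.98 for Kcnh2 to -0.54 for Adcy5, and each passed in 2 to 4 of these 6 fits. Of these, Kcnq1, Adcy5 and Myh14 no longer passed after the correction for GC content, with adjusted p-values of 0.0531, 0.0692 and 0.122, and Tnnt1, Kcnq1 and Adcy5 did not pass relative to cardiomyocyte markers, with 0.0699, 0.100 and 0.0694. The Reactome set for striated muscle contraction had a mean of -0.11 (15 of 23 genes lower, adjusted p = 0.0760 from the fry test), which became 0.17 relative to cardiomyocyte markers, and the set for respiratory electron transport had a mean of -0.34 (71 of 72 genes lower, adjusted p = 0.0760), which became -0.073 relative to these markers (45 of 72 genes lower, adjusted p = 0.290).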

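In the libraries labelled Zeb2 cTg IR, in which Zeb2 was not higher, all 27 genes of Fig. S4B that were tested were higher than in Zeb2 WT IR. Their mean log2 fold change was 1.31 (adjusted p = 0.0160 from limma's fry test) and 1.30 with the replicate number as a block (adjusted p = 0.0291). The authors picked these genes after seeing them in these libraries, and 12 of them are also in Fig. 4C, so this list is no independent test. With an adjusted p-value under 0.05 over all genes tested, 17 were higher, and 3 of these, among them Kcng2 and Kcnq1, had also been lower in WT IR. Of these, Kcng2 (0.66, adjusted p = 0.0423 from edgeR's quasi-likelihood test) passed in 1 of the 6 fits that left out 1 library, and was 0.12 with the correction for GC content (adjusted p = 0.709) and 0.54 relative to cardiomyocyte markers (adjusted p = 0.0827). For Kcnq1 (0.99, adjusted p = 0.0117) these were 5 of 6 fits, 0.62 (adjusted p = 0.0192) and 0.88 (adjusted p = 0.0123). Over all 18 alternatives, Kcng2 passed in 10 and Kcnq1 in 17.
Over the 12791 genes tested in both tables, 1294 were lower in WT IR and 265 higher in the libraries labelled Zeb2 cTg IR. These lists shared 55 genes, where 26.8 would be shared by chance (odds ratio 2.39, Fisher's exact test, two-sided p = 2.51e-07, in which genes are not independent replicates). The other overlaps held 72 genes higher in WT IR and lower in the libraries labelled Zeb2 cTg IR, 17 higher in both and 18 lower in both. The number shared was 343 with the replicate number as a block and between 4 and 461 across the 12 fits that left out 1 library of either table. In 3 of these fits the number did not differ from chance by the test, with 4 genes shared where 4.82 would be by chance, 9 where 7.62 would be and 8 where 6.65 would be (Fisher's exact test, two-sided p from 0.538 to 1). Levels in the libraries labelled Zeb2 cTg IR were not set against WT sham, which is in another table. In the fit of all 12 libraries, the Fig. S4 genes had a mean log2 difference of -0.40 in Zeb2 WT IR against WT IR. The group they were compared with in Fig. S4B was thus already lower for them than the injured hearts of Fig. S4A. From the opposite directions in Fig. S4A and B, the paper proposes that ZEB2 rescues contractility-related genes after injury.

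**Figure D1:**
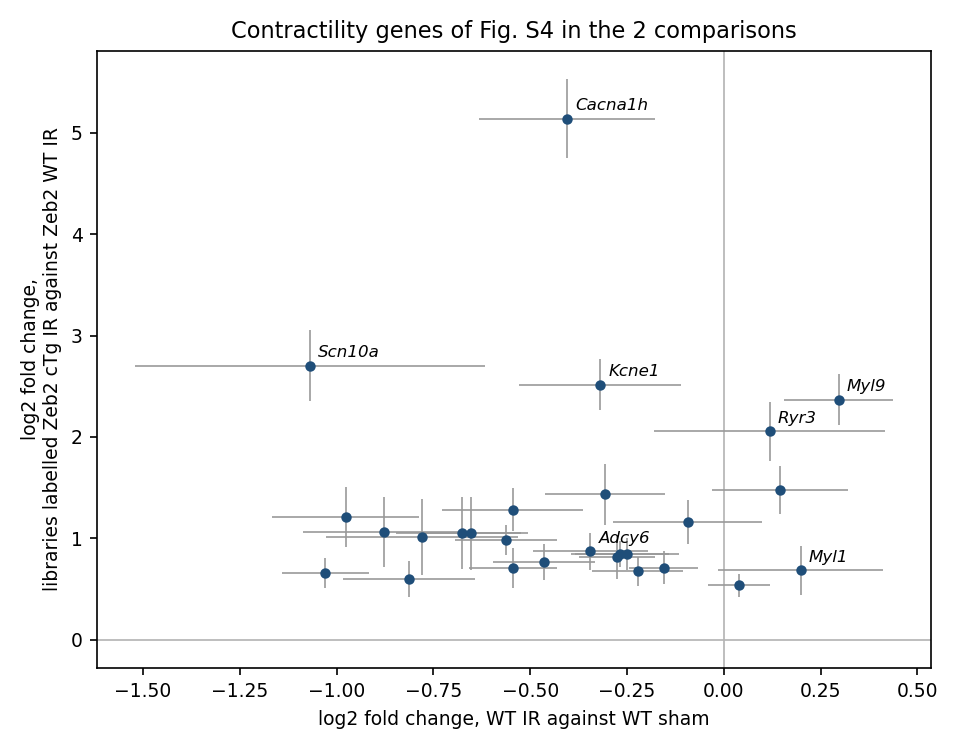
Log2 fold change of each of the 27 tested genes of Fig. S4 in WT IR against WT sham (horizontal axis) and in the libraries labelled Zeb2 cTg IR against Zeb2 WT IR (vertical axis), with bars for the standard error from the edgeR fit of 3 mice per group. All 27 points lie above 0 on the vertical axis, and 22 lie below 0 on the horizontal axis.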

Among the top upregulated genes in Zeb2 cTg hearts post-injury, we identified adenylate cyclase 6 (*Adcy6*) (see Supplementary material online, *Figure S4A–C*). 

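Adcy6 (ENSMUSG00000022994) had 90.2 ± 17.8 CPM (SD, n = 3 mice) in the libraries labelled Zeb2 cTg IR and 49.3 ± 9.78 CPM (SD, n = 3) in Zeb2 WT IR. Its log2 fold change was 0.87 (standard error 0.19, adjusted p = 0.0369 from edgeR's quasi-likelihood test), and the groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). By p-value it ranked 200 among the genes that were higher. Leaving out each library in turn gave log2 fold changes between 0.75 and 1.04, with an adjusted p-value under 0.05 in 2 of the 6 fits. With the replicate number as a block, the log2 fold change was 0.87 (adjusted p = 0.00937), and after the correction for GC content it was 0.56 (adjusted p = 0.0164). In WT IR, Adcy6 had 52.8 ± 10.1 CPM (SD, n = 3) against 67.0 ± 10.7 CPM (SD, n = 3) in WT sham, a log2 fold change of -0.34 (standard error 0.15, adjusted p = 0.128), and these groups overlapped. Relative to cardiomyocyte markers it was -0.071 (adjusted p = 0.647), and after the correction for GC content -0.24 (adjusted p = 0.246).

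**Figure D2:**
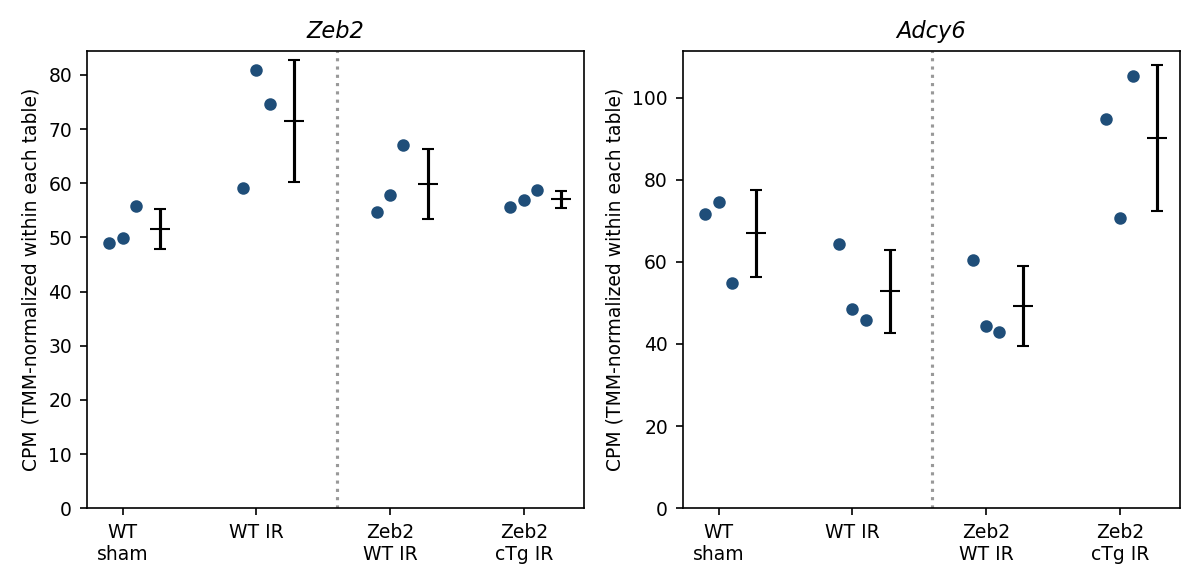
CPM of Zeb2 (left) and Adcy6 (right) in each library (points), with the mean and SD of the 3 libraries of each group (bars); the dotted line parts the tables, which were normalized separately. Zeb2 lies between 54.7 and 67.0 CPM in the 6 libraries on the right of its panel, and Adcy6 between 70.6 and 105 CPM in the libraries labelled Zeb2 cTg IR, above the 60.6 CPM that is the highest in Zeb2 WT IR.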

ADCY6 is a membrane-associated enzyme that catalyses the formation of cAMP. cAMP is crucial for intracellular signal transduction pathways and is responsible for phosphorylation of several proteins important in Ca^2+^ homeostasis and cardiac contraction.^52^ To determine whether ZEB2 can transcriptionally regulate ADCY6, we analysed the 10 kb proximal promoter region of *Adcy6*, by which we identified three conserved ZEB2 binding motifs (see Supplementary material online, *Figure S4D* and *E*). 

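In GENCODE release M21 (GRCm38), Adcy6 lies on the minus strand of chromosome 15 from 98589973 to 98610076, so its promoter lies beyond the higher of these coordinates. The transcript with the greatest length has a GC content of 55.4%.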

Additionally, we made use of existing ChIP-seq data (https://www.encodeproject.org/targets/ZEB2-human/) and confirmed that these ZEB2 binding motifs are located in enhancer regions of *Adcy6* (see Supplementary material online, *Figure S4F* and *G*). These data indicate that ZEB2 could play a role in the transcriptional regulation of ADCY6 in the heart, potentially contributing to the cardioprotective effects of ZEB2 overexpression after injury.

### 3.4 ZEB2 improves Ca^2+^ handling in cardiomyocytes after injury

Given the observed changes in contractility and Ca^2+^-handling genes, we next measured Ca^2+^ levels in adult cardiomyocytes isolated from Zeb2 WT and Zeb2 cTg mice post-IR. Isolated cardiomyocytes were incubated with the Ca^2+^-sensitive dye Fluo-4-AM, after which changes in signal intensity, indicative of Ca^2+^ transients, were measured at different pacing frequencies (1, 3, and 5 Hz) (*Figure 5A–C*). Zeb2-overexpressing cardiomyocytes showed increased transient amplitudes at all frequencies (*Figure 5D–F*). While no differences were seen in rising time, longer decay times were observed in cells from Zeb2 cTg mice at 1 and 3 Hz (*Figure 5G–I*). Interestingly, when correcting the decay time for the total amount of Ca^2+^ represented by the amplitude, Ca^2+^ is removed more efficiently from the cytosol at a physiological pacing frequency of 5 Hz, as seen by a shorter corrected decay time (*Figure 5J*). These data demonstrate that cardiomyocytes isolated from Zeb2 cTg hearts cycle an increased amount of Ca^2+^ and have improved Ca^2+^ reuptake after IR injury, which can potentially contribute to the enhanced cardiac contractility and relaxation measured *in vivo*.

**Figure 5:**
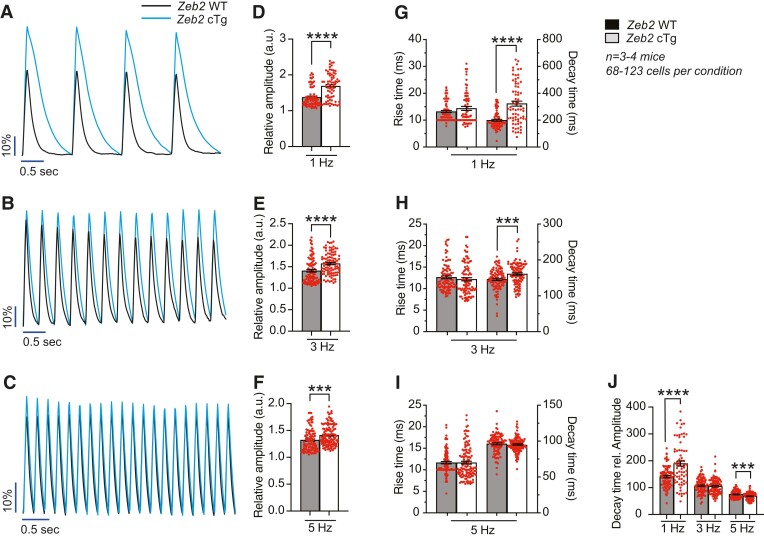
ZEB2 overexpression improves Ca^2+^ handling in cardiomyocytes after injury. (*A–C*) Representative analysis of Ca^2+^ transients in cardiomyocytes isolated from Zeb2 WT and Zeb2 cTg mice 14 days post-IR (dpIR) exposed to a Ca^2+^-sensitive dye after different stimulation frequencies. (*D–F*) Quantification of relative Ca^2+^ transient amplitude. (*G–I*) Quantification of rise time, defined as the time from baseline to transient peak, and decay time, defined as the time from the transient peak back to baseline. (*J*) Quantification of decay time related to amplitude. *n* (biological replicates) is indicated in the figures. Data are represented as mean ± SEM, ***P < 0.001, and ****P < 0.0001 compared to Zeb2 WT using unpaired, two-tailed Student’s *t*-test (*D*, *E*, *F*, *G*, *H*, *I*, and *J*).

### 3.5 Genetic deletion of ZEB2 from cardiomyocytes causes a mild decline of cardiac function post-ischaemic injury but does not alter Ca^2+^ signalling

To investigate whether ZEB2 deletion would negatively impact cardiac Ca^2+^ handling, we generated cardiomyocyte-specific Zeb2 knockout mice (Zeb2 cKO), as described previously,^22^ and subjected them to IR injury (see Supplementary material online, *Figure S5A*). Loss of ZEB2 from cardiomyocytes was confirmed by qPCR and immunofluorescence (see Supplementary material online, *Figure S5B* and *C*) and did not affect the gross morphology and function of the heart at baseline.^22^ However, after IR, Zeb2 cKO mice displayed a decrease in EF and FS compared to Zeb2 fl/fl WT littermates (see Supplementary material online, *Figure S5D–G* and *Table S2*), indicating augmented cardiac remodelling in the absence of ZEB2. While a trending increase was observed for cardiomyocytes’ surface area and levels of phosphorylated NFATc3 and PLN (see Supplementary material online, *Figure S5H–Q*), this did not reach statistical significance. Additionally, *Adcy6* expression remained unchanged in Zeb2 cKO post-injury (see Supplementary material online, *Figure S5R*). Taken together, these data indicate that ZEB2 deletion from cardiomyocytes does not have a pronounced effect on cardiac function and Ca^2+^ handling 14 days post-IR.

### 3.6 *Zeb2* is post-transcriptionally regulated by microRNA-208a

Based on the cardioprotective effects of ZEB2 in cardiomyocytes, we aimed to explore ways to increase cardiac *Zeb2* expression. As microRNAs are known to function as post-transcriptional regulators, we screened for microRNAs that could potentially target *Zeb2*. Using miRBase and TargetScan as target prediction tools, we identified two potential binding sites for *microRNA-208a* (*miR-208a*) in the *Zeb2* 3′UTR (see Supplementary material online, *Figure S6A*). *miR-208a* is located within an intron of the α-myosin heavy chain (αMHC) gene, making it the sole cardiomyocyte-specific microRNA.^53^ When looking at the expression of both transcripts in the IR timeline, we observed an inverted correlation between *Zeb2* and *miR-208a*, indicating a possible regulation of *Zeb2* by *miR-208a* (see Supplementary material online, *Figure S6B*). To confirm this regulation, we generated a luciferase reporter carrying the sequence of the *Zeb2* 3′UTR in which we mutated the predicted first, second, or both seed regions of *miR-208a* (see Supplementary material online, *Figure S6C*). Dose-dependent overexpression of *miR-208a* in human embryonic kidney (HEK-293) cells resulted in a lowering of the luciferase reporter activity (see Supplementary material online, *Figure S6D* and *E*), indicating direct binding between *miR-208a* and *Zeb2.* This interaction was lost when the first or both binding sides were mutated, but no effects were observed when we only disrupted the second binding site (see Supplementary material online, *Figure S6E*), indicating that *miR-208a* is able to bind and regulate *Zeb2* via the first binding site.

To evaluate if this interaction also takes place *in vivo*, we used anti-miRs to target and inhibit *miR-208a* expression in the heart.^54^ Anti-miRs are a class of chemically engineered oligonucleotides perfectly complementary to the selected microRNA and are therefore used for silencing purposes. C57BL/6J mice were injected with anti-miR-208a (anti-208a) or anti-miR-control (anti-control) (25 mg/kg) for three consecutive days, and tissue was collected for molecular analysis 3, 7, or 14 days after the first injection (see Supplementary material online, *Figure S6F*). We were able to efficiently inhibit *miR-208a* levels in the heart at the different time points, while no significant effects on *Zeb2* expression were observed (see Supplementary material online, *Figure S6G*). Additionally, anti-miR-208a treatment did not induce any gross morphological and histological changes, suggesting that anti-miR targeting of *Zeb2* was not effective under baseline conditions (see Supplementary material online, *Figure S6H–K*).

### 3.7 miR-208a inhibition increases ZEB2 levels and improves cardiac function post-IR

Since stress conditions are known to alter the biogenesis and function of microRNAs,^55,56^ we next investigated whether the therapeutic inhibition of *miR-208a* would increase the expression of *Zeb2* after ischaemic injury. To do so, we subjected adult C57BL/6J mice to sham or IR surgeries followed by the systemic delivery of anti-control or anti-208a (25 mg/kg) for three consecutive days. Functional and molecular analyses were performed 14 days after the first injection (*Figure 6A*). We observed that anti-208a treatment efficiently inhibited *miR-208a*, which consequently increased *Zeb2* expression (*Figure 6B–D*). This correlated with a rescue from cardiac dysfunction (*Figure 6E–G*, Supplementary material online, *Table S3*) and cardiomyocyte hypertrophy post-IR (*Figure 6H–J*). In contrast to Zeb2 cTg mice, we did not observe an increase in phosphorylated NFATc3 levels after anti-208a treatment (*Figure 6K–M*), indicating that *miR-208a* regulates the hypertrophic response in an NFAT-independent manner.^54^ However, similar to Zeb2 cTg, anti-208a-treated mice showed an increase in phosphorylated forms of PLN (*Figure 6N–Q*) and in the expression of *Adcy6* mRNA (*Figure 6R*).

**Figure 6:**
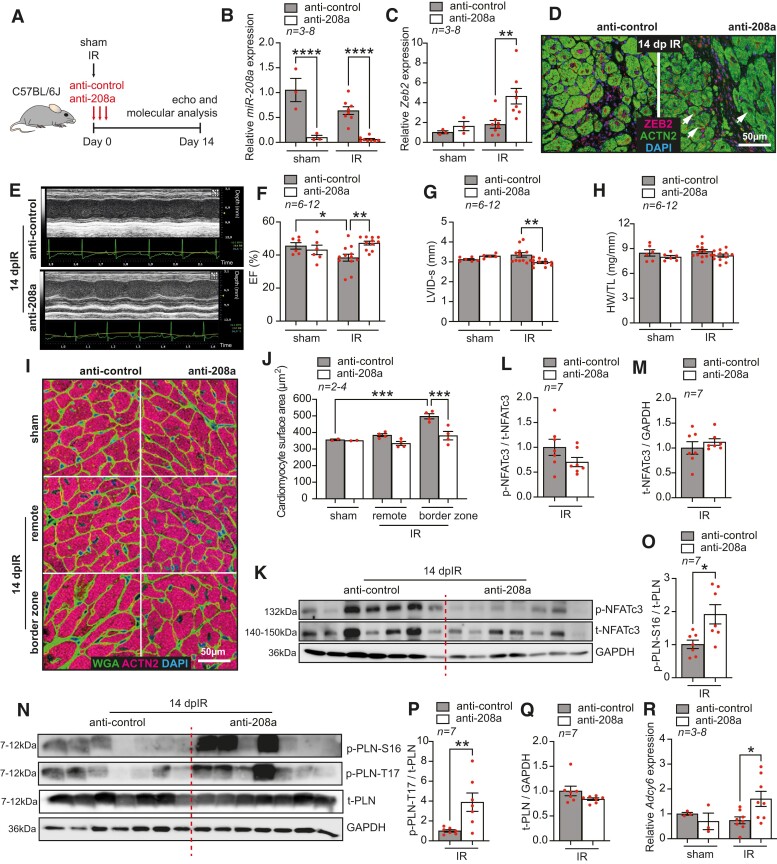
miR-208a inhibition increases ZEB2 levels and improves cardiac function post-injury. (*A*) Study design. (*B–C*) qPCR analysis of (*B*) miR-208a and (*C*) Zeb2 in WT mouse hearts treated with anti-control or anti-208a subjected to sham or IR surgeries. (*D*) Representative immunofluorescence staining of ZEB2 and ACTN2 in mouse hearts treated with anti-control or anti-208a 14 days post-IR (dpIR). (*E*) Representative M-mode images of hearts from mice treated with anti-control or anti-208a 14 dpIR. (*F–H*) Quantification of (*F*) ejection fraction (EF), (*G*) left ventricular internal diameter in systole (LVID-s), and (*H*) heart weight to tibia length (HW/TL) ratio in mice treated with anti-control or anti-208a. (*I*) WGA staining to show cardiomyocyte surface area and (*J*) its quantification. (*K–Q*) Western blot analysis of (*K* and *N*) the indicated proteins and (*L*, *M*, and *O*–*Q*) their quantification in hearts from WT mice treated with anti-control or anti-208a 14 dpIR. (*R*) qPCR analysis of *Adcy6* expression in anti-control or anti-208a-treated mice 14 days post-surgery. *n* (biological replicates) is indicated in the figures. White arrows show ZEB2-positive cardiomyocytes. Data are represented as mean ± SEM, *P < 0.05, **P < 0.01, and ***P < 0.001 using one-way ANOVA followed by Sidak’s multiple comparison test (*B*, *C*, *F*, *G*, *H*, and *R*), compared to sham using one-way ANOVA followed by Dunnett’s multiple comparison test (*J*) or compared to anti-208a-treated IR group using unpaired, two-tailed Student’s *t*-test (*L*, *M*, *O*, *P*, *Q*, *S*, and *T*).

Altogether, our data show that ZEB2 is regulated transcriptionally by HIF1α and post-transcriptionally by *miR-208a* in the ischaemic heart. An increase in ZEB2 expression in cardiomyocytes improves Ca^2+^ homeostasis, reduces hypertrophy, and prevents cardiac dysfunction in an Adcy6-mediated mechanism (*Figure 7*).

**Figure 7:**
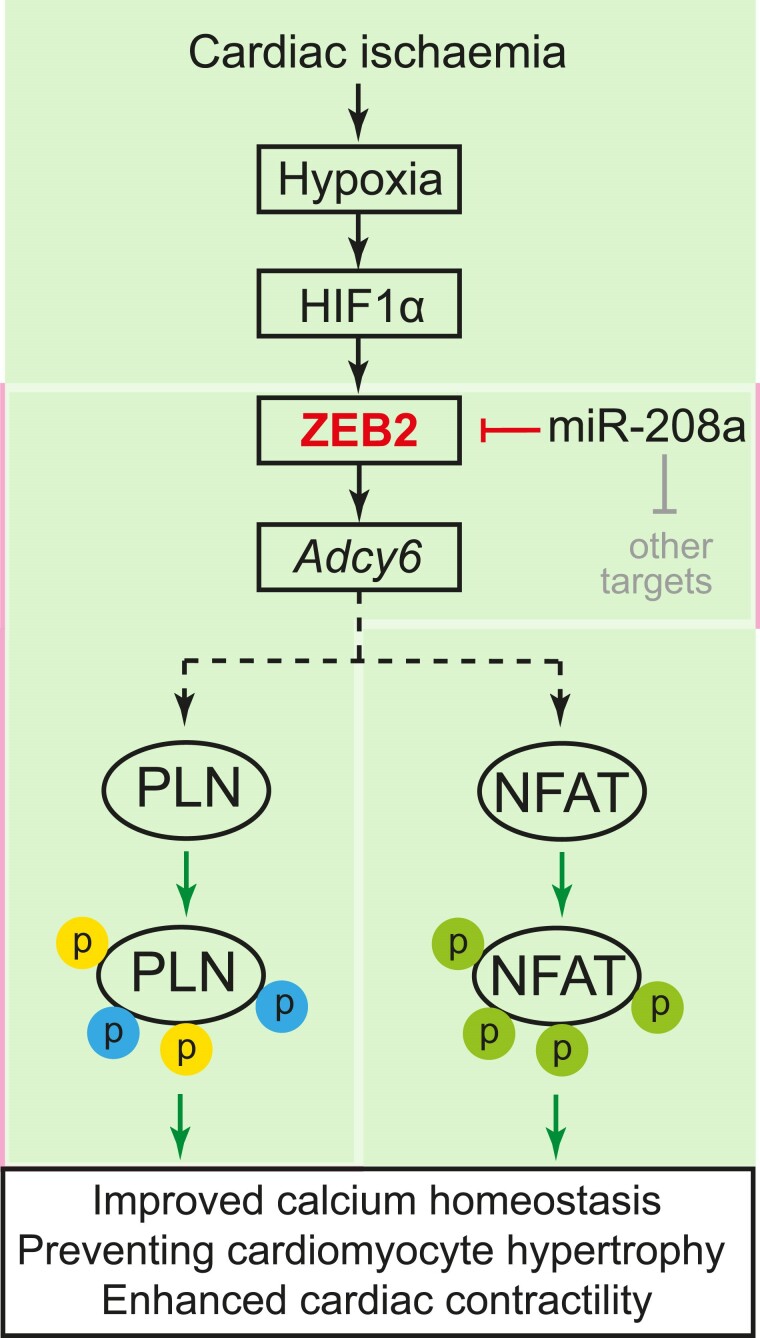
Model depicting the function of ZEB2 in the ischaemic heart. Upon cardiac ischaemia, ZEB2 is transcriptionally regulated by HIF1α and post-transcriptionally by miR-208a, resulting in transcriptional activation of Adcy6, which will trigger cardioprotective signalling by improving Ca^2+^ homeostasis, preventing cardiomyocyte hypertrophy and enhancing cardiac contractility.

## 4. Discussion

In this study, we describe a key role for transcription factor ZEB2 as a downstream effector of HIF1α signalling that regulates cardiac Ca^2+^ handling and remodelling during ischaemic injury. Using Tomo-seq, we identified *ZEB2* as a direct HIF1α target gene in the ischaemic heart (*Figure 1*). Transgenic and therapeutic induction of ZEB2 expression in cardiomyocytes resulted in an improvement of contractility which coincided with a reduction in hypertrophic remodelling in response to stress (*Figures 3* and *6*). These data point to a cardioprotective role of ZEB2 via the regulation of key Ca^2+^ handling and hypertrophic signalling pathways within the cardiomyocyte.

Maintaining the right and flexible balance between oxygen demand and availability requires a tight regulation on the molecular level.^57^ Hypoxia-inducible factors 1 (HIF1) proteins are the central regulators of hypoxia responses. However, only HIF1α is affected by oxygen levels as it is rapidly degraded under homeostatic conditions. In response to hypoxia, HIF1α is stabilized and is translocated to the nucleus where it binds to HRE on DNA and activates the transcription of hypoxia-responsive genes.^58^ Studies using loss- and gain-of-function models have underlined the importance of HIF1α in the heart. Targeted HIF1α inactivation in mice has been reported to cause embryonic lethality due to abnormal vascular development and hypertrophy of the developing heart.^59,60^ This has been further supported by the altered vascularization, energy availability, Ca^2+^ flux, and contractility following cardiomyocyte-specific HIF1α deletion.^61^ On the contrary, several reports showed that the prolonged induction of HIF1α increases the mechanical load on the heart and leads to HF.^62–64^ Further studies were also able to link hypoxia and HIF1α to cardiac regeneration.^14–17^ This has mainly been attributed to a reduction in mitochondrial reactive oxygen species,^65^ decreased oxidative DNA damage, and cardiomyocyte proliferation.^14,17^ The role of HIF1α in the heart is therefore broad, which we aimed to understand better by analysing its downstream effectors their cardioprotective potential. While the HIF1α/ZEB2 axis was previously described in podocytes and in cells undergoing EMT,^66,67^ this is the first study reporting the relevance of this interaction in cardiac biology (see Supplementary material online, *Figure S2*).

Ca^2+^ is a key signalling molecule in cardiomyocytes, regulating both cardiomyocyte function and morphology. Under baseline conditions, intracellular levels of Ca^2+^ are tightly regulated through the preservation of a Ca^2+^ gradient across endoplasmic or sarcoplasmic reticulum membranes created by Ca^2+^ channels, ATPase pumps, transporters, and exchangers operating in synergy with Ca^2+^-binding proteins.^50^ In cardiomyocytes, a balanced flow of Ca^2+^ into and out of the cell controls excitation-contraction (EC) coupling^68^ and hence cardiac contraction (systole) and relaxation (diastole).

During HF, one of the most profound cellular changes is an increase in systolic Ca^2+^ levels and prolongation of the Ca^2+^ transient during diastole, leading to defects in EC coupling, cardiac dysfunction, and HF.^50^ EC coupling is regulated by many pathways, including β-adrenergic signalling which, when activated by β-receptor agonists, initiates the production of cAMP by *Adcy6*. This subsequently results in the phosphorylation of multiple downstream targets in cardiomyocytes, such as PLN, which collectively generate an increase in the frequency and force of contraction.^69^ Alterations in Ca^2+^ transporting or binding proteins can further attribute to hypertrophy, sarcomeric disorganization, and myofibrillar disarray, which affects the gross physiological state of the heart such as ventricular dilation and wall thinning.^50,70^

ADCY6 overexpression in mice has been previously linked to improved cardiac function due to increased cAMP production, resulting in increased phosphorylation of the Ca^2+^ regulatory protein PLN and subsequent activation of SERCA2a.^71–74^ This has been further confirmed in a pig HF model, in which intracoronary delivery of an adenovirus encoding ADCY6 resulted in improved LV function and prevented pathological remodelling due to increased cAMP production.^75^ Thus, the beneficial outcomes of ADCY6 in preclinical studies are promising and are currently under investigation in clinical trials on HF patients.^47,76,77^ In the current study, we observed an increase in phosphorylation of PLN in Zeb2-overexpressing hearts, indicating a relieve of its inhibitory effect on the Ca^2+^ pump SERCA2a, and consequently an increased Ca^2+^ uptake in the SR (*Figure 3*). Additionally, we observed that cardiomyocytes isolated from Zeb2 cTg mice post-IR displayed an increase in Ca^2+^ transient amplitude and a shorter decay time at higher frequencies, further supporting an improved Ca^2+^ reuptake in those cells (*Figure 5*). Our data suggest that the observed increase in PLN phosphorylation and improvement in Ca^2+^ handling occurs at least partially via the transcriptional regulation of *Adcy6* by ZEB2. This is supported by the presence of several conserved ZEB2 binding sites upstream of the transcriptional start site of ADCY6 and the upregulation of ADCY6 in cardiac tissue from ZEB2 Tg mice (see Supplementary material online, *Figure S4*). However, as RNA-seq indicated that ZEB2 overexpression in cardiomyocytes restored the expression of numerous genes related to Ca^2+^ homeostasis during ischaemic injury, additional mechanisms might at play to establish the cardioprotective effect.

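Library by library, Adcy6 had 94.7, 70.6 and 105 CPM in replicates 1, 2 and 3 of the libraries labelled Zeb2 cTg IR, where Zeb2 was not higher, and 60.6, 44.5 and 42.9 CPM in those of Zeb2 WT IR. Relative to cardiomyocyte markers, its log2 fold change was 0.76 (adjusted p = 0.0376 from edgeR's quasi-likelihood test).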

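Among genes for Ca2+ handling, Cacna1h, which encodes a T-type calcium channel, had 36.6 ± 16.7 CPM (SD, n = 3) in the libraries labelled Zeb2 cTg IR and 1.03 ± 0.178 CPM (SD, n = 3) in Zeb2 WT IR, a log2 fold change of 5.14 (standard error 0.39, adjusted p = 0.000505 from edgeR's quasi-likelihood test), and 5.09 with the replicate number as a block. Ryr3, a ryanodine receptor gene, had a log2 fold change of 2.06 (standard error 0.29, adjusted p = 0.00967) in these libraries. In WT IR against WT sham that of Ryr3 was 0.12 (standard error 0.30, adjusted p = 0.810). With each library left out it lay from -0.083 to 0.33, so its direction after injury is not known. Atp2a2, which encodes SERCA2a, and Pln did not pass in either comparison, though in WT IR Atp2a2 passed with DESeq2 (-0.46, adjusted p = 0.00746). Atp2a2 had a log2 fold change of -0.10 (adjusted p = 0.707) in the libraries labelled Zeb2 cTg IR, where Zeb2 was not higher, and of -0.45 (adjusted p = 0.0822) in WT IR. Those of Pln were -0.34 (adjusted p = 0.220) and -0.20 (adjusted p = 0.342).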

An increase in intracellular Ca^2+^ concentration also results in the activation of calcineurin–NFAT signalling, which is one of the main drivers of pathological cardiac hypertrophy.^36,78^ Ca^2+^ overload in cardiomyocytes leads to activation of Ca^2+^/calmodulin-dependent phosphatase calcineurin. This results in the dephosphorylation of NFAT, its subsequent translocation to the nucleus, and activation of a hypertrophic gene programme.^36,37,78,79^ We observed increased levels of phosphorylated NFAT in ZEB2-overexpressing mice, which might be a direct consequence of improved Ca^2+^ handling. This reduction in calcineurin–NFAT signalling likely underlies the reduction in hypertrophy and maintained cardiac function in these hearts after ischaemic injury (*Figure 3*, Supplementary material online, *Figure S3*). Next to the herein described roles of ZEB2 in regulating Ca^2+^ homeostasis and myocyte function, we recently reported an additional cell non-autonomous function of ZEB2 in the injured heart.^22^ Genetic overexpression or AAV9-mediated delivery of ZEB2 to the injured heart triggered an increase in vessel density, diminished scar formation, and preserved cardiac function.^22^ Thus, ZEB2, on the one hand, contributes to creating a permissive environment for cardiac repair by enhancing angiogenesis and, on the other hand, controls the contractile function of cardiomyocytes, thereby preventing pathological remodelling.

Genetic deletion or therapeutic inhibition of *miR-208a* has been previously associated with enhanced cardiac function in a model of pressure overload in mice.^53,54^ In the context of ischaemic injury, we could show that anti-miR-mediated targeting of *miR-208a* increases ZEB2 expression and ameliorates cardiac hypertrophy and dysfunction (see Supplementary material online, *Figure S6*, and *Figure 6*). We delivered anti-208a to therapeutically increase Zeb2 levels in injured cardiomyocytes. However, this intervention did not fully recapitulate the protective effects we observed in the Zeb2 cTg mice post-IR as we did not observe an increase in phosphorylated NFATc3 levels after anti-208a treatment (*Figure 6*). MicroRNAs are modulators of gene expression and have multiple target genes.^80–82^ Based on target-predicting tools, miR-208a is predicated on regulating several phosphatases that could be involved in NFAT dephosphorylation which might explain our results. These observations are in line with our previous report in which we showed that *miR-208a* regulates the hypertrophic response in an NFAT-independent manner.^54^

Our study provides novel insights into the intricate molecular mechanisms governing cardiac responses to ischaemic injury. We demonstrate that ZEB2 is a key downstream regulator of HIF1α signalling, orchestrating cardiac Ca^2+^ handling and remodelling processes through transcriptional regulation of key genes like *Adcy6*. Additionally, our findings on the therapeutic targeting of miR-208a, which modulates ZEB2 expression, offer further avenues for exploring potential interventions to enhance cardiac function and mitigate hypertrophic responses in IHD (*Figure 7*). Subsequent investigations will focus on unveiling the downstream transcriptional network of ZEB2 to achieve a deeper molecular understanding of cardiac disease and cardioprotection, which will facilitate the development of targeted therapies.

**Translational perspective**

Our findings hold significant promise for advancing our understanding and treatment of ischaemia-induced HF and beyond. Intracellular calcium overload is a critical factor in cardiac dysfunction, yet effective therapies targeting this pathway remain elusive. Identifying ZEB2 as a regulator of contractility and calcium-handling components represents a vital step forward. By elucidating the molecular mechanisms underlying ZEB2’s protective effects, this research opens new avenues for therapeutic intervention. Targeting ZEB2 or its downstream pathways may offer novel strategies to mitigate HF progression and improve patient outcomes. Further translational and clinical studies are needed to validate these findings and assess the potential of ZEB2-targeted therapies in clinical settings.

## Supplementary Material

cvae163_Supplementary_Data

## Data Availability

Data are available from the corresponding author on reasonable request. RNA-seq data are deposited at the GEO repository under accession number GEO: GSE236827.

# Supplementary material for: Hypoxia-responsive zinc finger E-box-binding homeobox 2 (ZEB2) regulates a network of calcium-handling genes in the injured heart
**Source:** Cardiovasc Res. 2024 Sep 23;120(15):1869–83. doi: 10.1093/cvr/cvae163
**Supplement:** cvae163_Supplementary_Data

Figure S1

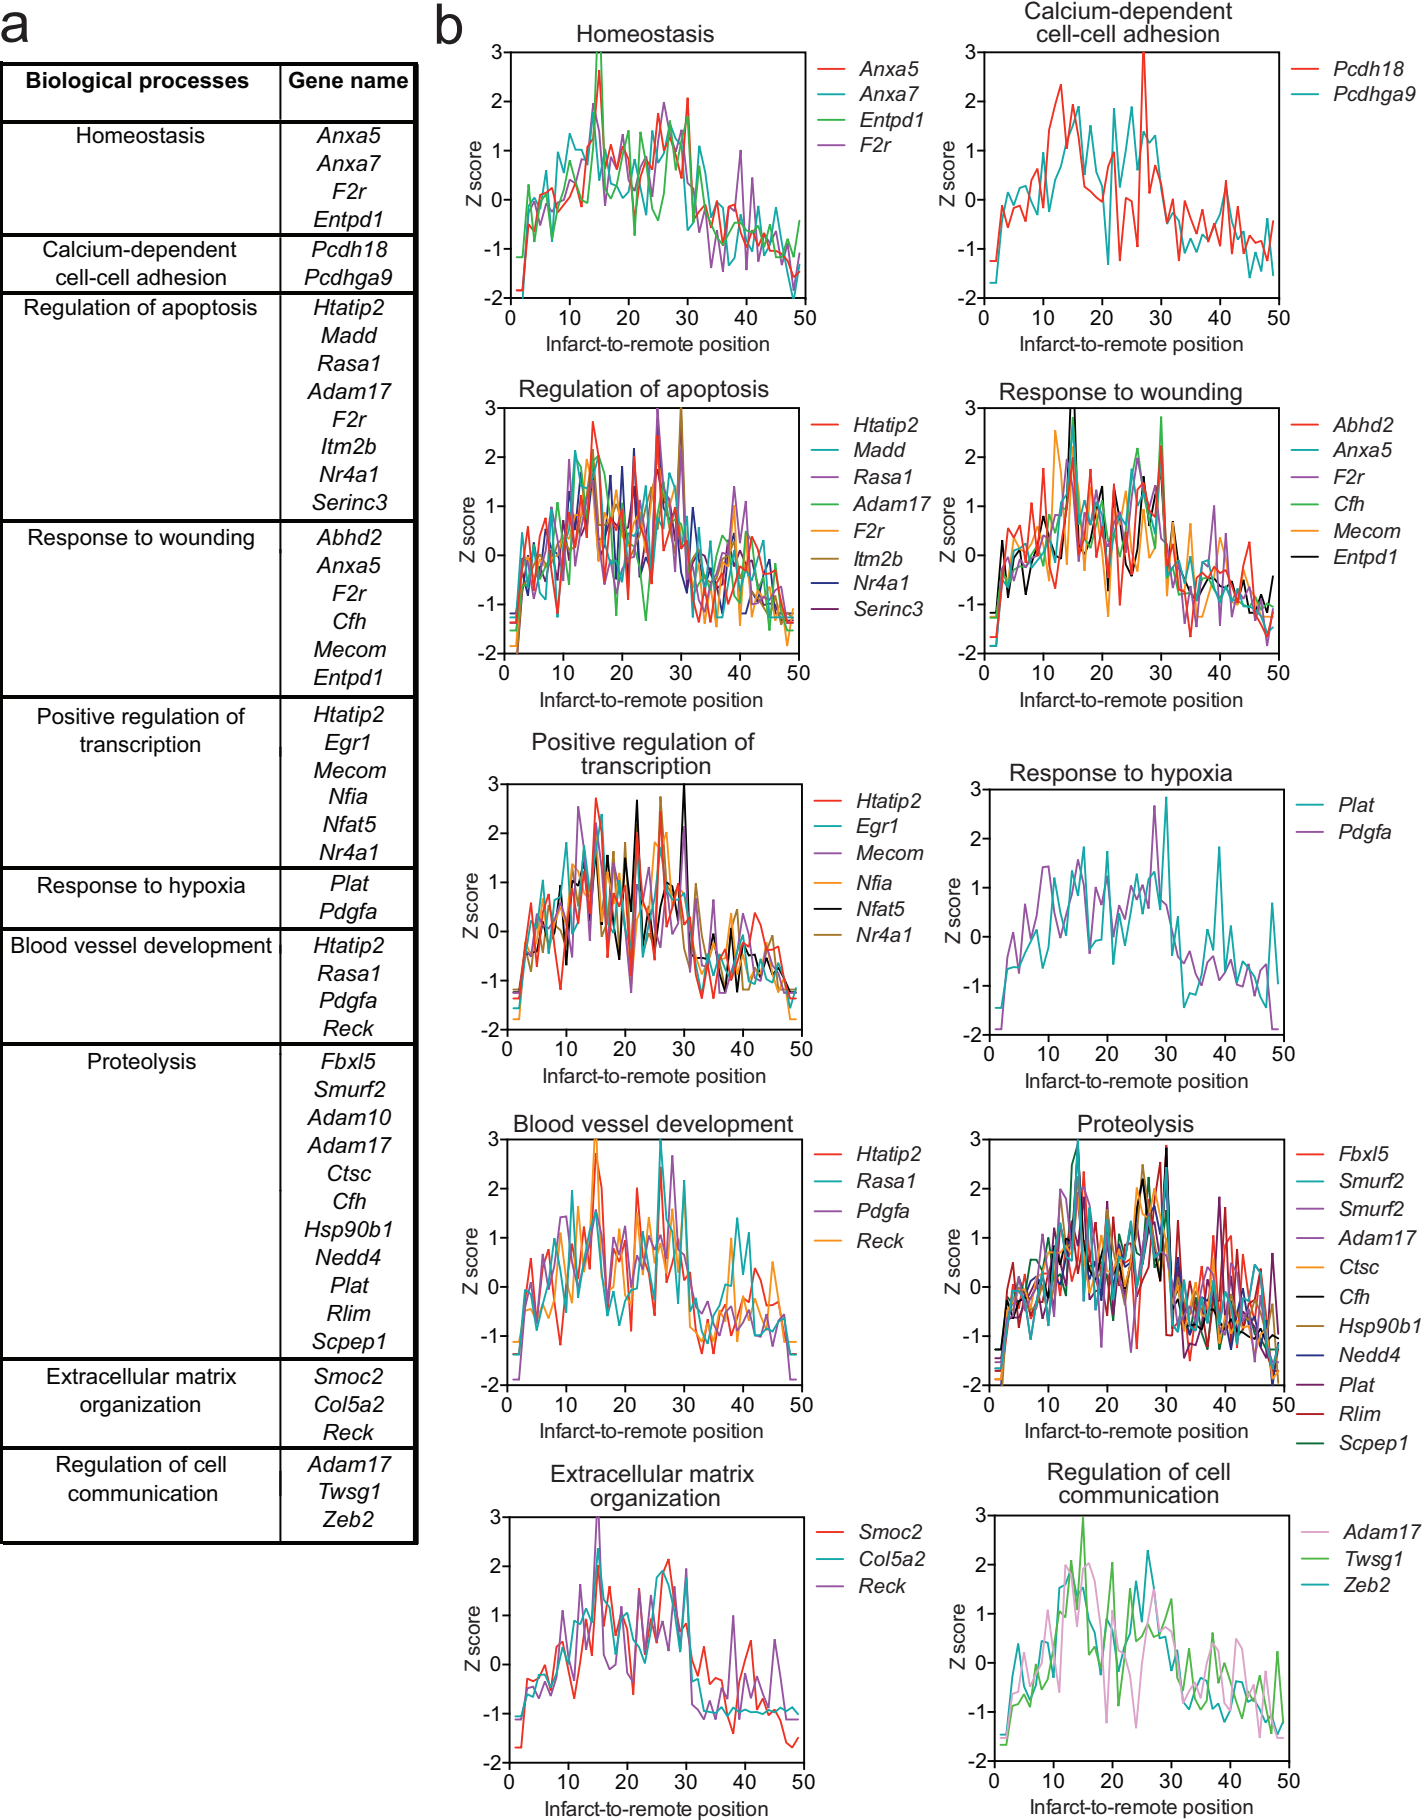

**Supplementary Figure 1. Pathway enrichment and expression of *Hif1α* co-regulated genes. (a)** Gene ontology analysis showing enriched biological processes (left) of *Hif1α* co-regulated genes (right). **(b)** Spatial expression traces of *Hif1α* co-regulated genes in mouse hearts 14 dPIR.

Figure S2

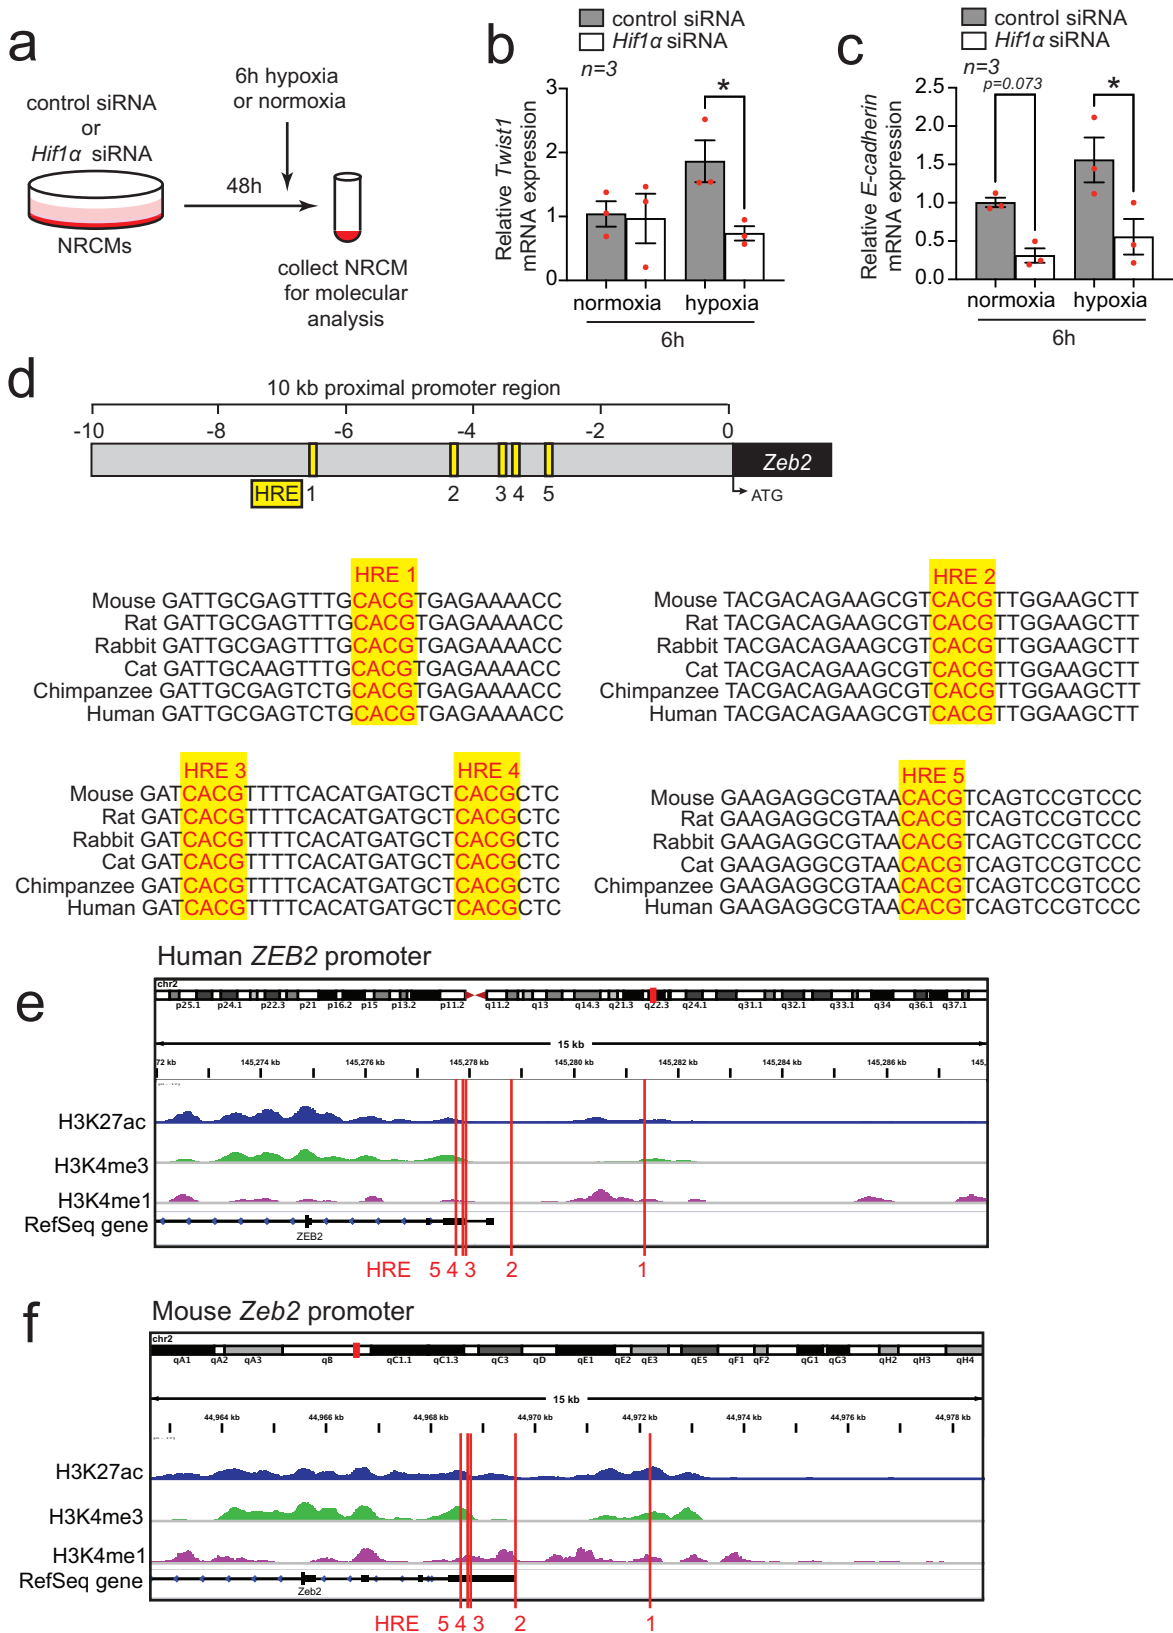

**Supplementary Figure 2. *Hif1α* regulates *Zeb2* expression in cardiomyocytes.** (a) Study design. (b-c) qPCR analysis of (b) *Twist1* and (c) *E-cadherin* expression levels following *Hif1α* knock down in NRCMs. (d) Upper panel: Schematic depicting the 10kb promoter region of *Zeb2* and multiple HRE; Lower panel: Sequences of *Zeb2* promoter regions showing conserved HRE among multiple species. (e-f) ChIP-seq profile of histone modifications in (e) human and (f) mouse *Zeb2* promoters. Red lines indicate conserved HRE. n (biological replicates) is indicated in the figures. Data are represented as mean ± SEM, \*p < 0.05 compared to control using one-way ANOVA followed by Bonferroni's multiple comparison test (b, c). NRCMs =Neonatal Rat Cardiomyocytes, HRE=Hypoxia Responsive Elements

# Figure S3

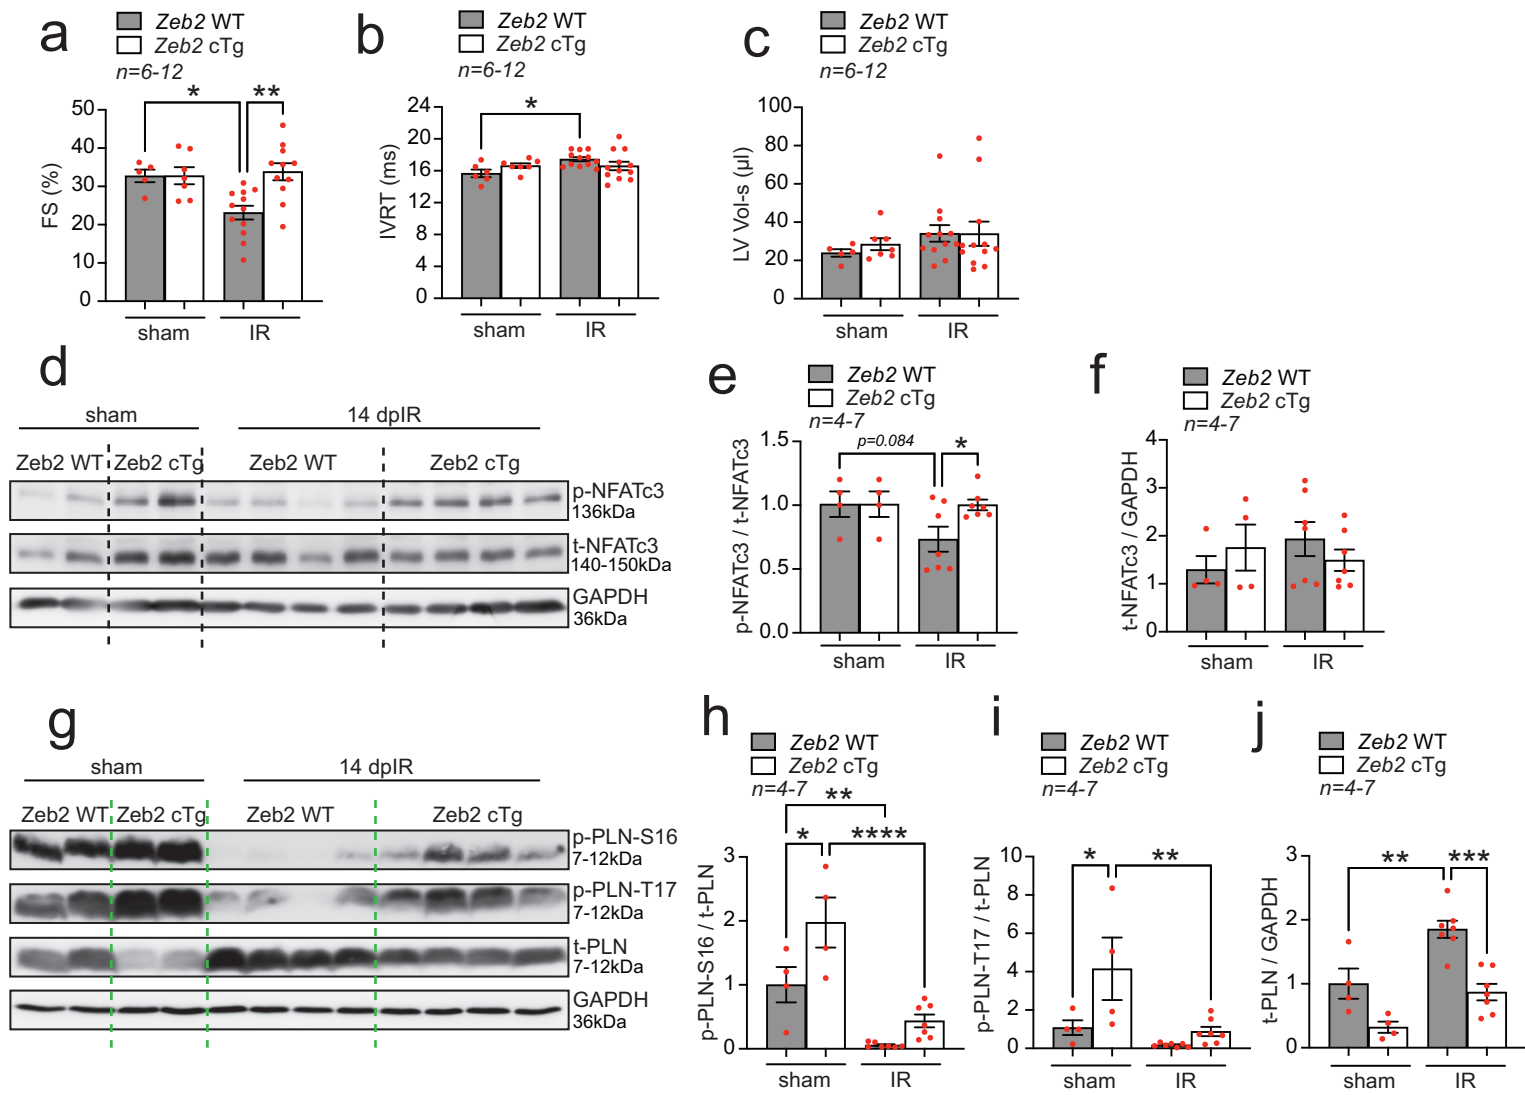

**Supplementary Figure 3. Cardiomyocyte-specific ZEB2 overexpression in protects the heart from ischemic damage.** (a-c) Quantification of (a) Fractional shortening (FS), (b) Isovolumic relaxation time (IVRT), (c) left ventricular volume in systole (LV Vol-s) in Zeb2 WT and Zeb2 cTg mice post sham or IR surgery. (d-j) Western blot analysis of (d, g) the indicated proteins and (e-f, h-j) their quantification in Zeb2 WT and Zeb2 cTg mice post-surgery. n (biological replicates) is indicated in figures. Data are represented as mean  $\pm$  SEM, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  using one-way ANOVA followed by Sidak multiple comparison test (a, b, c, e, f, h, i, j)

# Figure S4

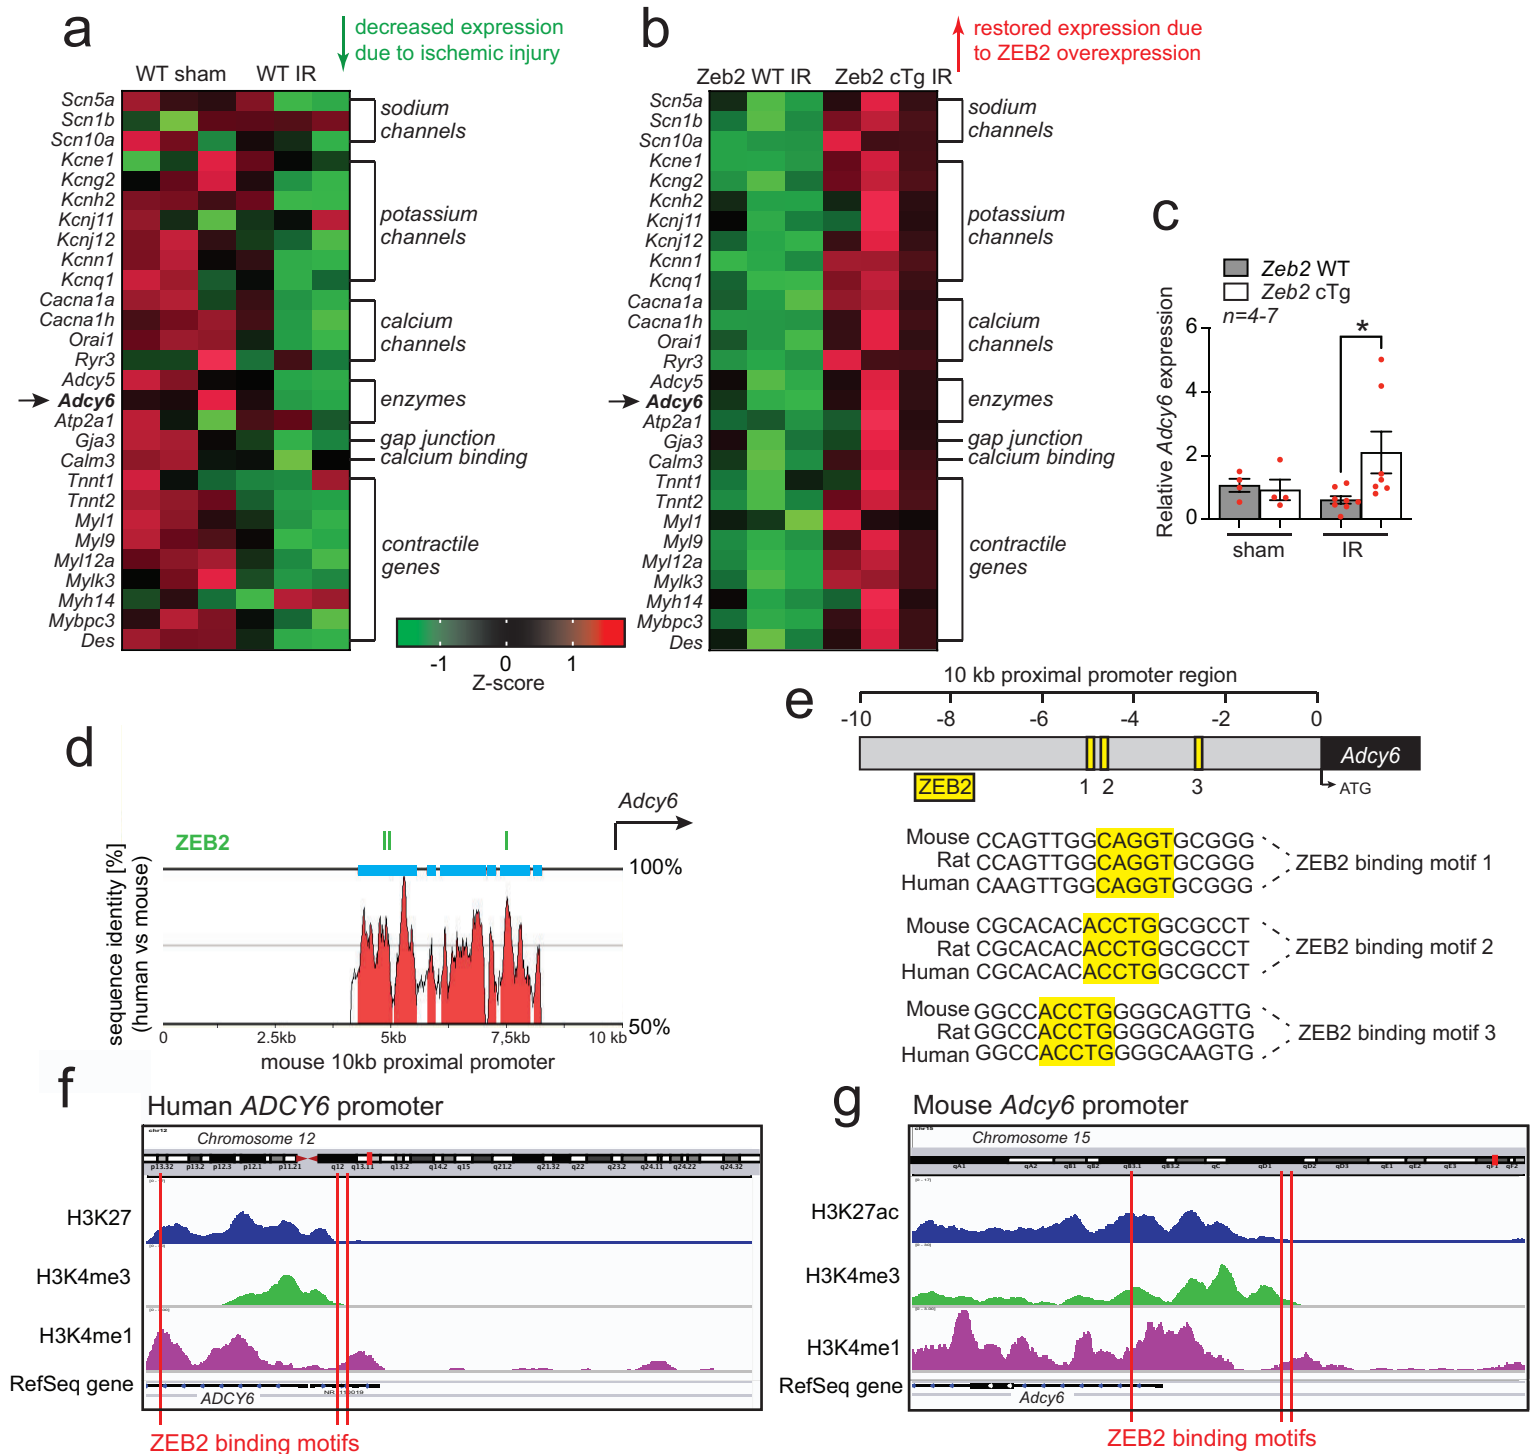

**Supplementary Figure 4. ZEB2 overexpression restores the expression of contractile-related genes. (a-b)** Heat maps showing the expression of contractile-related genes on RNA-seq from **(a)** WT sham versus WT IR and **(b)** Zeb2 cTg versus Zeb2 WT mice 14 dpIR. **(c)** qPCR analysis of *Adcy6* expression in Zeb2 WT and Zeb2 cTg mice post-surgery. **(d)** UCSC genome browser annotation of the 10kb proximal promoter region of *Adcy6* showing multiple conserved binding motifs for ZEB2. **(e)** Schematic depicting the 10kb promoter region of *Adcy6* and conserved sequences of multiple ZEB2-binding motifs. **(f-g)** ChIP-seq profile of histone modifications in human and mouse *Adcy6* promoters. **(h)** qPCR analysis of *Adcy6* expression following *Adcy6* knock down in normoxic and hypoxic NRCMs. **(i)** Western Blot analysis of ZEB2 expression and **(j)** the quantification following *Adcy6* knock down in normoxic and hypoxic cardiomyocytes NRCMs. Red lines indicate conserved ZEB2 binding motifs. n (biological replicates) is indicated in the figures. Data are represented as mean ± SEM, \*p<0.05, \*\*p<0.001 using one-way ANOVA followed by Sidak multiple comparison test **(c, h, j)**.

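Among the genes of panel a that were higher in WT IR than in WT sham were Myl9 (log2 fold change 0.30), Myl1 (0.20), Ryr3 (0.12) and Myl12a (0.04), with adjusted p-values from 0.158 for Myl9 to 0.810 for Ryr3 from edgeR's quasi-likelihood test, so none of them passed. Relative to cardiomyocyte markers, Myl9 (0.57, adjusted p = 0.0471) and Myl12a (0.33, adjusted p = 0.0365) did. These 4 were higher in the comparison of panel b, with 2.37 for Myl9 (standard error 0.25, adjusted p = 0.00204), in libraries labelled Zeb2 cTg IR in which Zeb2 was not higher. In that comparison, 14 of the genes of panel b were among the top 200, and among them Scn10a rose from 0.305 ± 0.0417 CPM (SD, n = 3) in Zeb2 WT IR to 2.03 ± 0.620 CPM (SD, n = 3). In WT IR, 14 of the genes of panel a were lower with an unadjusted p under 0.05.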

# Figure S5

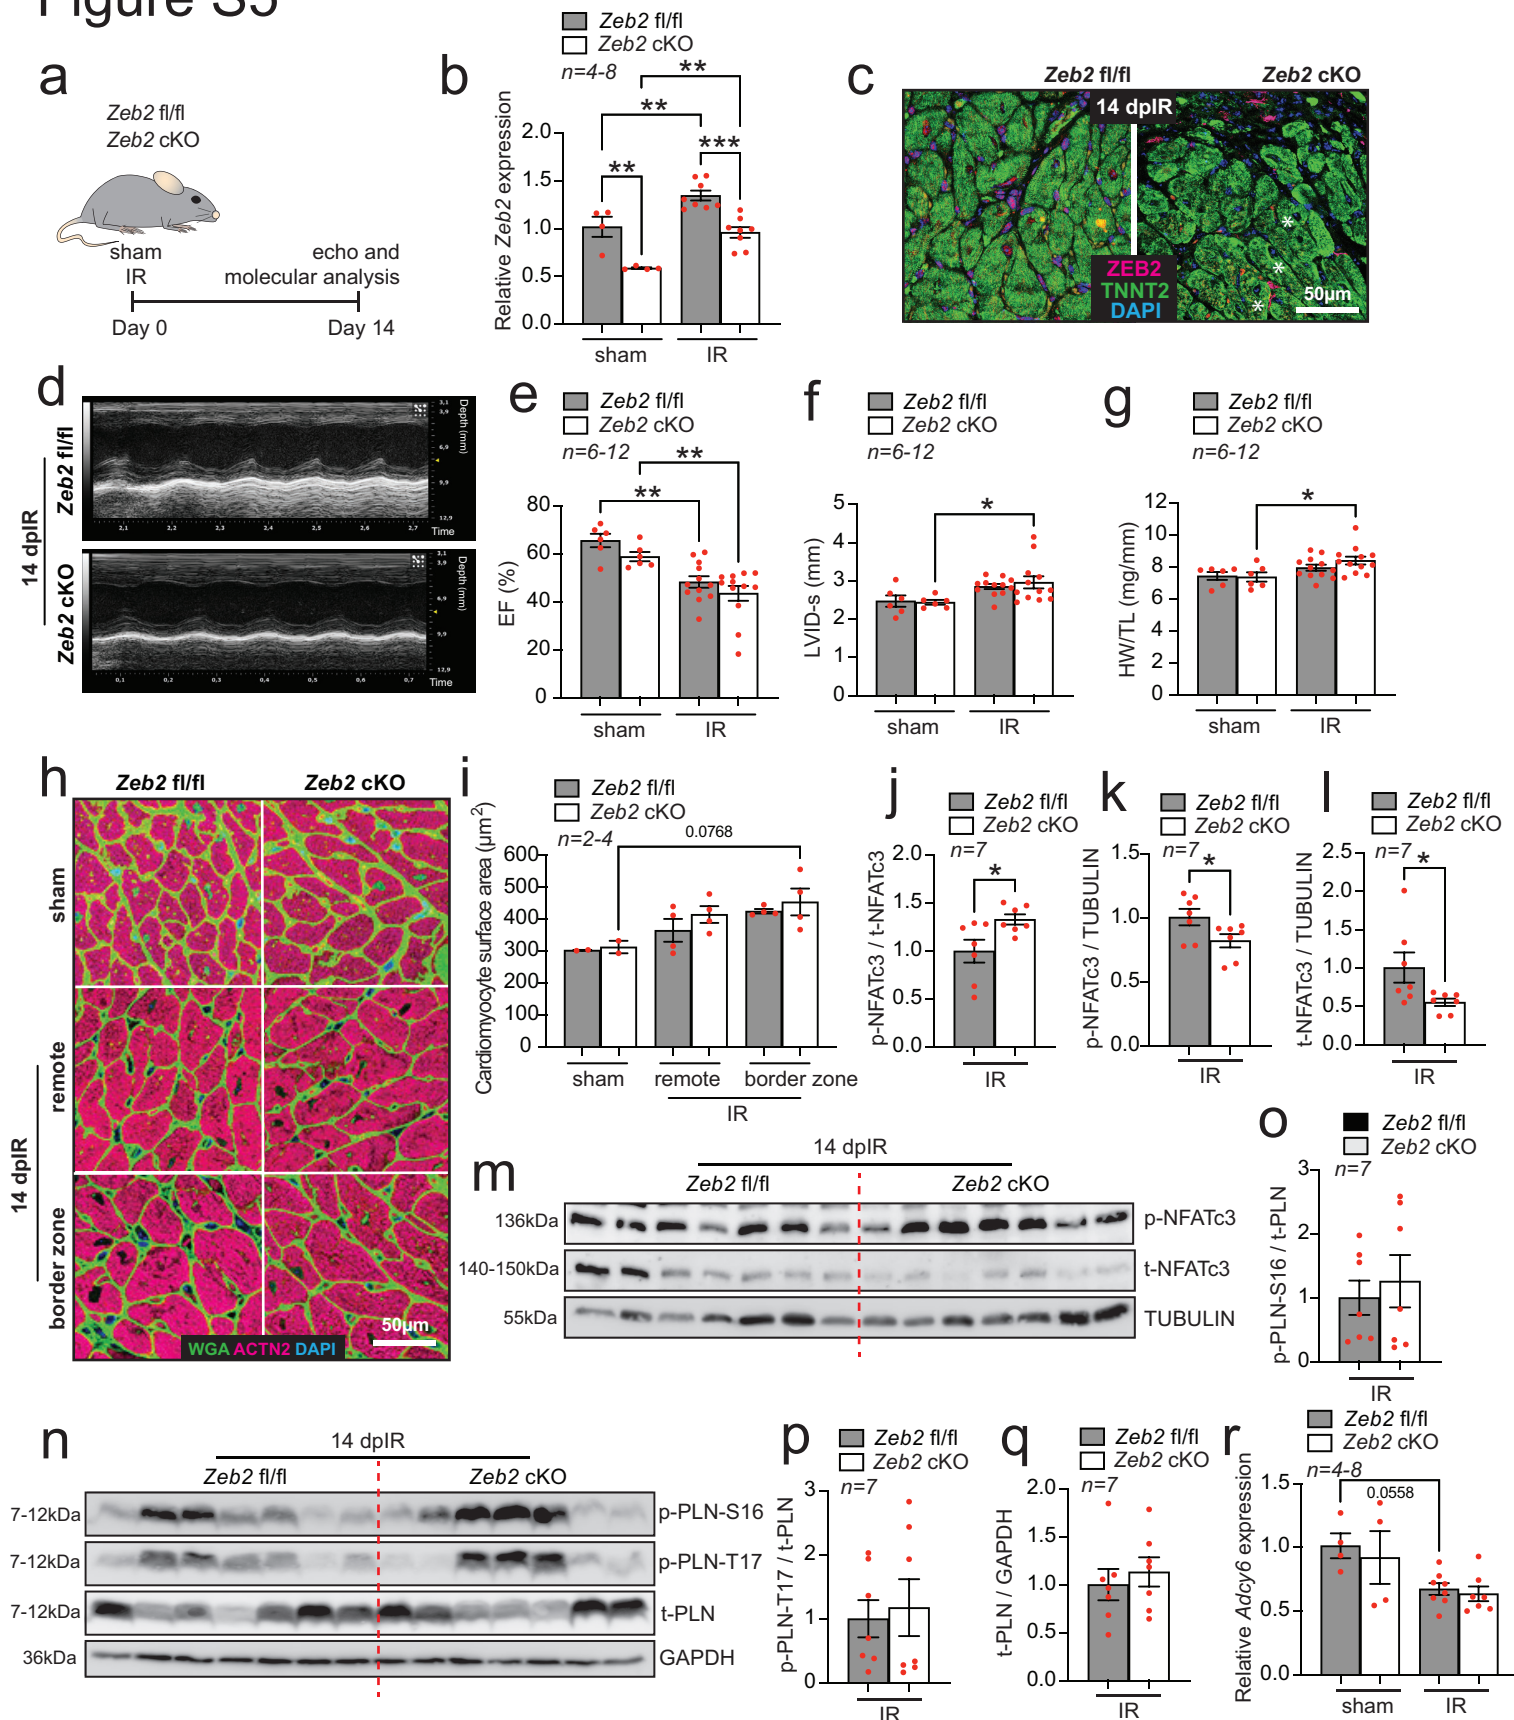

**Supplementary Figure 5. Genetic deletion of ZEB2 from cardiomyocytes causes a mild decline of cardiac function post-ischemic injury but does not alter calcium signaling.** (a) Study design. (b) qPCR analysis of *Zeb2* in hearts from *Zeb2* fl/fl and *Zeb2* cKO mice post-surgery. (c) Representative immunofluorescence staining of ZEB2 and TNNT2 in hearts from *Zeb2* fl/fl and *Zeb2* cKO mice 14 dpiR. (d) Representative M-mode images of hearts from *Zeb2* fl/fl and *Zeb2* cKO mice 14 dpiR. (e-g) Quantification of (e) ejection fraction (EF), (f) left ventricular internal diameter in systole (LVID-s), (g) heart weight to tibia length ratio (HW/TL) in *Zeb2* fl/fl and *Zeb2* cKO mice post-surgery. (h) WGA staining of cardiomyocytes and (i) surface area quantification. (j-q) Western blot analysis of (m, n) the indicated proteins and (j-l, o-q) their quantification in *Zeb2* fl/fl and *Zeb2* cKO mice 14 dpiR. (r) qPCR analysis of *Adcy6* expression in *Zeb2* fl/fl and *Zeb2* cKO mice 14 days post-surgery. n (biological replicates) is indicated in the figures. Data are represented as mean ± SEM, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001 using one-way ANOVA followed by Sidak's multiple comparison test (b, e, f, g, r), compared to sham using one-way ANOVA followed by Dunnett's multiple comparison test (i) or compared to *Zeb2* WT using unpaired, two-tailed Student's t-test (j, k, l, o, p, q).

# Figure S6

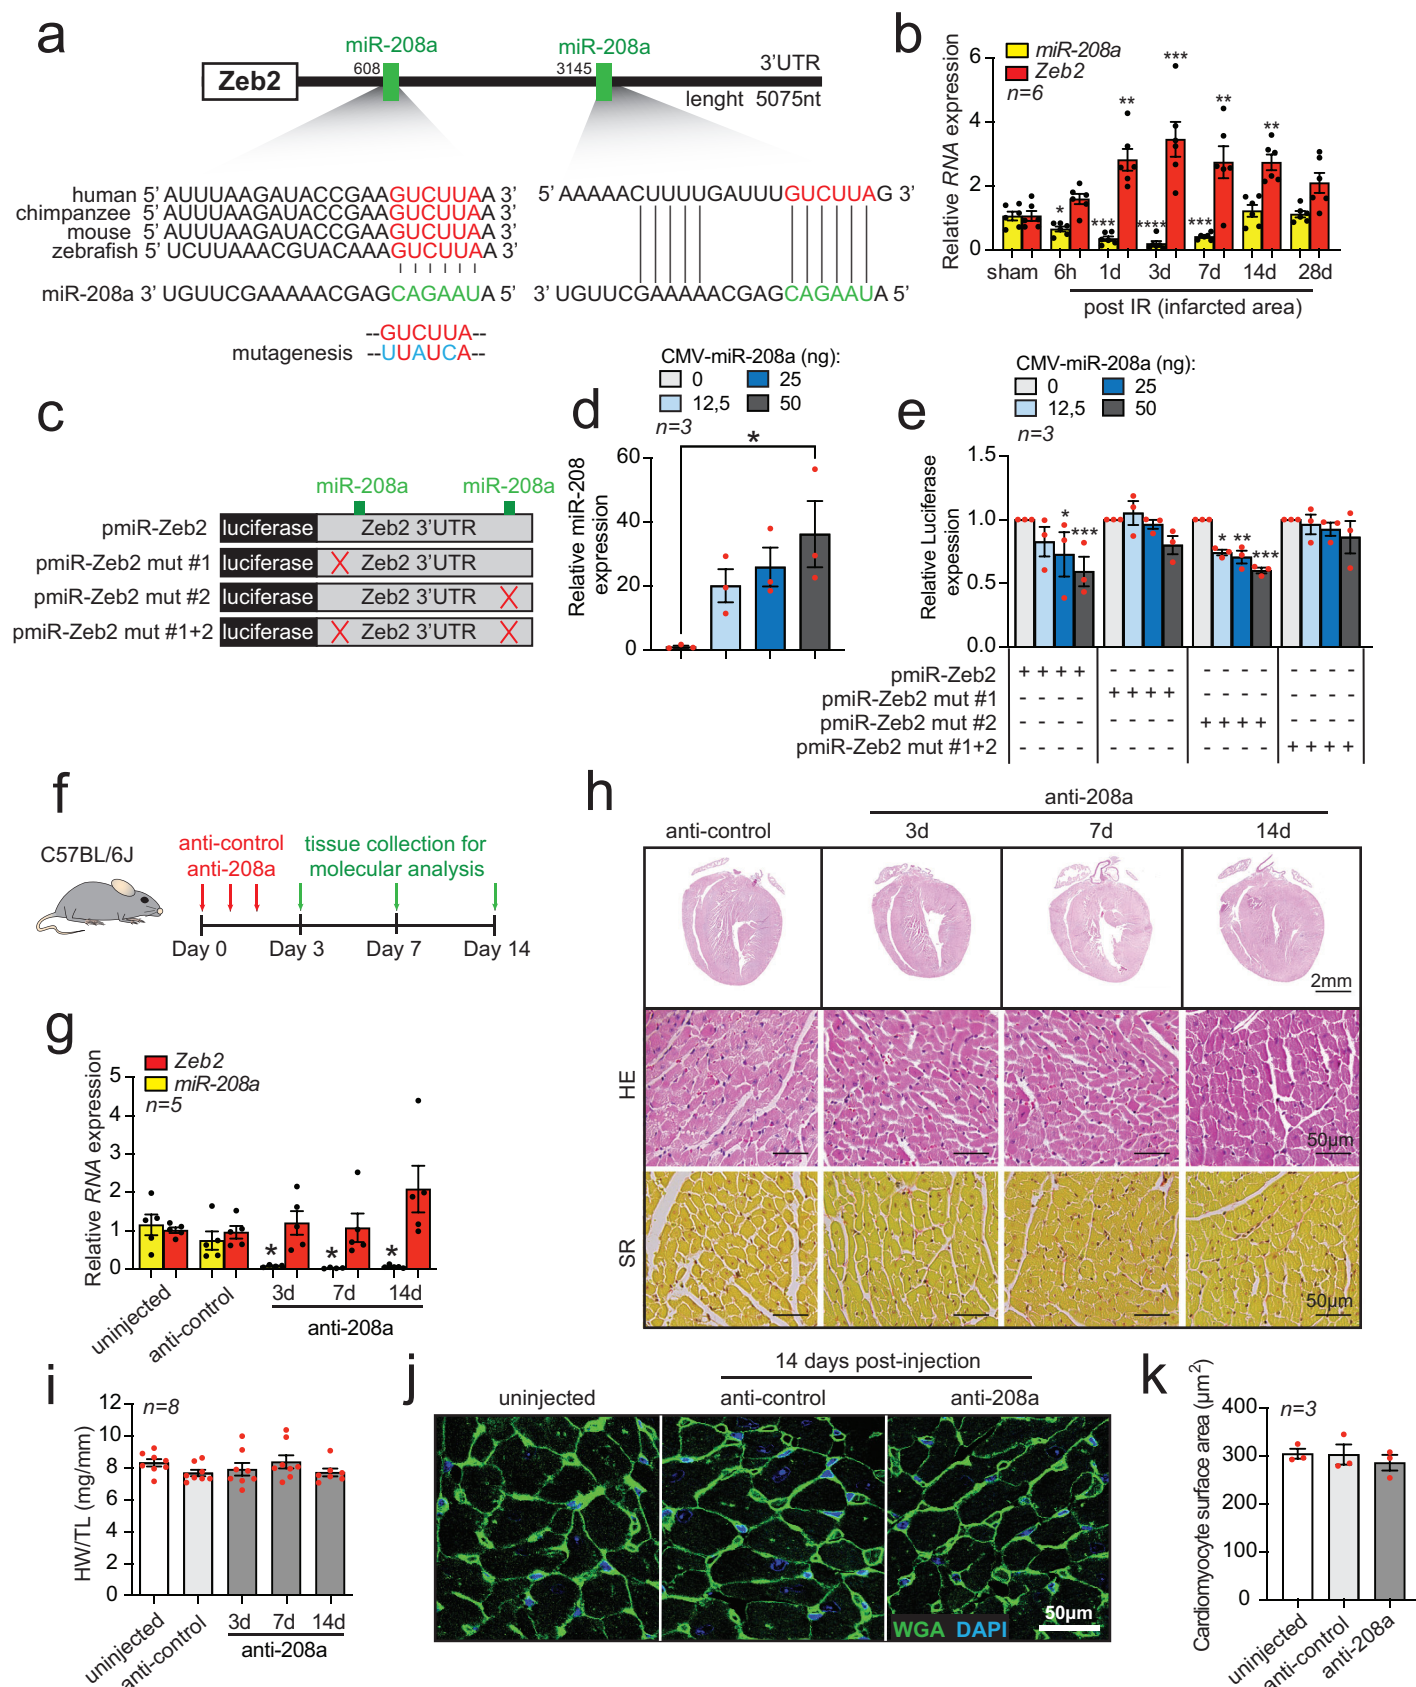

**Supplementary Figure 6. *miR-208a* inhibits *Zeb2* expression in cardiomyocytes.** (a) Schematic depicting the presence of 2 potential conserved binding sites for *miR-208a* in *Zeb2* 3'UTR and the designed mutated sites for luciferase reporter assay. (b) qPCR analysis of *Zeb2* and *miR-208a* expression levels in infarcted WT mouse heart tissue collected at different time points after IR surgery. (c) Schematic illustrating constructs designed for luciferase reporter assays containing WT and mutated *miR-208a* binding sites in *Zeb2* 3' UTR. (d) qPCR analysis of *miR-208a* expression levels following transfection of HEK-293 cells with different doses of CMV-*miR-208a*. (e) Luciferase reporter expression following transfection with WT and mutant constructs in (c). (f) Study design. (g) qPCR analysis of *Zeb2* and *miR-208a* expression in WT mouse hearts treated with anti-208a. (h) Representative images of cardiac four-chamber view (top panels) and heart sections stained with H&E (middle panel) or SR (lower panels) following anti-208a treatment. (i) Quantification of HW/TL ratio of mice following anti-208a treatment. (j) WGA staining to show cardiomyocyte surface area and (k) its quantification. n (biological replicates) is indicated in the figures. HE, hematoxylin and eosin; SR, Sirius red. Data are represented as mean  $\pm$  SEM, \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001 compared to corresponding control using one-way ANOVA followed by Dunnett's multiple comparison test (b, d, g, i, k) or two-way ANOVA followed by Bonferroni's multiple comparison test (e).

# Supplementary material for: Hypoxia-responsive zinc finger E-box-binding homeobox 2 (ZEB2) regulates a network of calcium-handling genes in the injured heart
**Source:** Cardiovasc Res. 2024 Sep 23;120(15):1869–83. doi: 10.1093/cvr/cvae163
**Supplement:** cvae163_Supplementary_Data

**Supplementary information**

**Hypoxia-responsive ZEB2 regulates a network of calcium handling genes in the injured heart.**

Monika M. Gladka^1,2^, Arwa Kohela^1,3^, Anne de Leeuw^1^, Bas Molenaar^1^, Danielle Versteeg^1^, Lieneke Kooijman^1^, Mariska van Geldorp^1^, Willem B. van Ham^4^, Rocco Caliandro^2^, Jody J. Haigh^5^, Toon A. B. van Veen^4^, Eva van Rooij^1,6 *^

**Supplementary information content:**

- **Methods**
- **Supplementary Figures with figure legends**
- **Supplementary Tables**

**METHODS**

**Mouse models.** Mice used in this study were generated as previously described. (1) Rosa26-LoxStopLoxZeb2 mice (2) were crossed with mice harbouring a Cre recombinase under the control of the murine *Myh6* promoter (αMHC-Cre Tg mice), (3) to generate αMHC-Cre R26-lslZeb2/lslZeb2 (*Zeb2* cTg) mice. Mice harbouring a floxed allele of *Zeb2* (*Zeb2* fl/fl*)* (4) were crossed to αMHC-Cre Tg mice to generate Cre-*Zeb2* fl/fl (*Zeb2* cKO) mice. Mouse studies were conducted in accordance with protocols approved by the ethics committee of the Hubrecht Institute, Utrecht, the Netherlands. Mice were housed in normal conditions with 12:12h light:dark cycles in a temperature-controlled room with food and water ad libitum. For all animal experiments, we used 8-9 weeks old male mice. All mice were genotyped by PCR using primers shown in **Supplementary Table 4**. The sample size was determined by a power calculation based on an echocardiographic effect size. Biotechnicians were blinded to group allocation during the experiment and when assessing the outcome.

**Ischemia-reperfusion.** Ischemia-reperfusion (IR) was performed by temporary (1 h) ligation of the left anterior descending artery (LAD). Mice were anaesthetized with a mixture of ketamine and xylazine by IP injection. Thorax area was shaved and cleaned with iodine and 70% ethanol. A tracheal tube was placed, and mice were connected to a ventilator (UNO Microventilator UMV-03, Uno BV.) Skin was subsequently incised at the midline to allow access to the left third intercostal space. Pectoral muscles were retracted, and the intercostal muscles were cut caudal to the third rib. Wound hooks were placed to allow access to the heart. The pericardium was incised longitudinally, and a 7.0 silk suture was placed around the LAD and a piece of 2-3 mm PE 10 tubing. One hour later, the PE tubing was removed, and the ligature was cut to allow for reperfusion. Following the surgery, mice were injected with 0.05-0.1mg/kg of buprenorphine (temgesic), the rib cage was closed with a 5.0 silk suture, and skin was closed with a wound clip. Mice were disconnected from the ventilator by removing the tracheal tube and placed on a nose cone with 100% oxygen. During the whole procedure and recovery period, animals were placed on a 38°C heating mat.

**Echocardiography.** Cardiac function was evaluated by two-dimensional transthoracic echocardiography on sedated mice (2% isoflurane) using a Visual Sonic Ultrasound system with a 30 MHz transducer (VisualSonics Inc., Toronto, Canada). Hearts were imaged in a parasternal long-axis and short-axis view at the level of the papillary muscles to record M-mode measurements and determine heart rate, wall thickness, and end-diastolic and end-systolic dimensions. Cardiac contractile function was assessed by Fractional Shortening (defined as the end-diastolic dimension minus the end-systolic dimension normalized for the end-diastolic dimension) and Ejection Fraction (defined as the stroke volume normalized for the end-diastolic volume).

**Tomo-seq.** Tomo-seq experiments were performed as described previously. (5) In short, heart samples were embedded in tissue freezing medium, frozen on dry ice, and cryosectioned into 48 slices of 80µm thickness. Next, RNA was extracted from individual slices and Illumina sequencing libraries were barcoded according to the CEL-seq protocol (Hashimshony et al., 2012). (6) Paired-end reads obtained by Illumina sequencing were aligned to the transcriptome using BWA (Li and Durbin, 2009). (7) The 5’ mate of each pair was used for mapping, discarding all reads that mapped equally well to multiple loci. The 3’ mate was used for barcode information. Reads counts were first normalized to total counts per section, and then renormalized to the median of total reads across sections in order to ensure that count numbers roughly corresponded to the number of mapped reads. Tomo-seq data analysis was performed in MATLAB (MathWorks) using custom-written code. An expression cut-off of >4 reads in >1 section was used.

**Isolation of ventricular cardiomyocytes from neonatal rats.** Neonatal rat cardiomyocytes (NRCM) were isolated by enzymatic dissociation of 1-2-day-old neonatal rat hearts. In brief, pups were placed on ice for 5-10 minutes for light anaesthesia. After decapitation, hearts were collected, ventricles were separated from atria and cut into small pieces in a balanced salt solution prior to enzymatic digestion using trypsin (Thermo Fisher Scientific, #15400054) under constant stirring at 37°C. The supernatant, containing intact cardiomyocytes was collected, centrifuged at 1500 rpm for 4 minutes and resuspended in Ham F10 medium (Thermo Fisher Scientific, #11550043) supplemented with 5% FBS, 10% L-glutamine and 10% Pen-Strep. Collected cells were seeded onto uncoated 100mm plastic dishes for 1,5 h at 37°C in 5% CO_2_ humidified atmosphere. Subsequently, the supernatant, which consists mainly of non-adhering CMs was collected, cells were counted and plated on gelatin-coated 6 well plates 1x10^6^ cells per well. After 24h medium was changed to Ham F10 supplemented with Insulin-Transferrin-Sodium Selenite Supplement (Roche), 10% L-glutamine and 10% Pen-Strep. Cells were used for the hypoxia study, siRNA-mediated knockdowns and infection with AAV9 virus as described below.

**Hypoxia study.** NRCMs were isolated and 1x10^6^ cells were plated per well in 6 well plates. For hypoxia treatment, cells were placed in a hypoxia chamber with 1% O_2_ and 5% CO_2_ and incubated for 1h, 2h, 4h, 6h, 8h or 24h. For normoxia treatment, control cells were placed for 24h in a regular cell culture incubator. RNA was isolated after each time point as described below. For immunohistochemistry, cells were cultured for 6h under normoxic or hypoxic conditions, fixed and stained as described below.

**Promoter analysis.** We used rVista 2.0 (https://rvista.dcode.org) to compare the *Zeb2* and *Adcy6* promoter regions between mouse and human and illustrated our data as percentage of conservation of a 10.0kb genomic region upstream of transcriptional start site of *Zeb2* or *Adcy6*.

**Measurements and analysis of calcium transients.** Cardiomyocytes were isolated as described before. (8) Cells were subsequently incubated in 1:1000 calcium-sensitive dye Fluo-4-AM (Thermofischer, #F14201) in Tyrode solution containing (mM): NaCl (130), KCl (4), CaCl_2_ (1.8), MgCl_2_ (1.2), NaHCO_3_ (18), HEPES (10), glucose (10), for 15 minutes at 37 degrees. Cells were placed in Tyrode solution during the recording of the calcium transients and were paced at 1Hz, 3Hz, and 5Hz by field stimulation. Recordings were made on a custom-built microscope (Cairn Research, Kent, UK) using a 10x objective. Blue light was used for excitation, using a 482/35 excitation filter (Semrock FF01-482/35-25), and captured using a 514 long-pass emission filter (Semrock LP02-514RU-25), with a high-speed camera (Andor Zyla 5.5.CL3, Oxford Instruments). Analysis was performed using a custom MATLAB script (https://osf.io/86ufe/).

**RNA isolation and quantitative real-time PCR (qPCR).** RNA was isolated using TRIzol reagent (Invitrogen) and reverse transcribed into cDNA using iScript cDNA Synthesis Kit (Bio-Rad, #1708891) according to the manufacturer’s instructions. qPCR was performed using iQ SYBR Green Supermix (Bio-Rad, #170-8885) on the CFX96 Realtime PCR instrument (Bio-Rad). Transcript levels were normalized for endogenous loading. Primer sequences are provided in **Supplementary Table 5**.

**RNA-sequencing.** Total RNA was extracted from remote zones of hearts using TRIzol reagent (Invitrogen). RNA sequencing libraries were prepared using the TruSeq Stranded Total RNA Library Prep Kit (Illumina) with Invitrogen according to the manufacturer’s instructions. Next, strand-specific single-end 75 bp reads were generated on an Illumina NextSeq 500. Reads were aligned and quantified against the Gencode.M4 gtf list for annotated genes using the STAR workflow. Heart libraries were sequenced with a minimum of 14 million reads (16.2 ± 1.9 (mean ± sd)). Differential expression was analyzed using DESeq v1.2211 using per condition dispersion estimates. *The sequencing data is currently being uploaded to the depository.*

**Gene ontology and pathway analysis.** To identify whether gene groups shared similar biological functions, differentially expressed gene groups were analysed using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and gene ontology (GO) biological processes database using DAVID7. 

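The sets tested here in place of KEGG and gene ontology terms come from Reactome, as distributed with the R package fgsea for mouse. Of the 31 genes of the set for striated muscle contraction, 23 were tested in each table, and of the 77 of the set for respiratory electron transport, 71 were tested in the table of Zeb2 WT and Zeb2 cTg hearts and 72 in that of WT hearts. The fry test asks whether the genes of a set move together between the groups, with the spread between mice as its error.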

Significant enrichment of genes was shown, p values were corrected for multiple testing using the Benjamini-Hochberg method.

**Western blot analysis.** Heart tissue lysates were collected in RIPA buffer (50 mM Tris-HCl pH 7.5, 150mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate (Sigma-Aldrich), 1% Triton X-100 (Sigma-Aldrich), protease inhibitor (Roche)), and protein concentration was determined using a Bradford assay (BioRad). Samples were boiled in 4x Leammli buffer, including 2% β- mercaptoethanol for 5 minutes at 99°C. SDS-PAGE and Western Blot were performed using Mini-PROTEAN Tetra Vertical Electrophoresis Cell with Mini Trans-Blot (Bio-Rad). Membranes were blocked in 3-5% non-fat dry milk and incubated overnight at 4°C with primary antibodies (**Supplementary Table 6**). On the next day, blots were incubated with the corresponding Peroxidase-conjugated AffiniPure secondary antibodies (Jackson ImmunoResearch) for 45 minutes and proteins were visualized using ECL solution (BioRad, #170-5061) on the ImageQuant LAS4000 imaging system. Western blots were quantified using Fiji software.

**Immunofluorescence staining.** Immunofluorescence imaging was performed on paraffin-embedded heart sections and fixed *in vitro* cultures. Paraffin-embedded heart sections were deparaffinized and re-hydrated in an alcohol gradient. Sections were subsequently boiled in boiling EDTA buffer pH 9 for 20 minutes for antigen retrieval, blocked with 0.05% BSA and incubated with primary antibodies (**Supplementary Table 5**) overnight at 4°C. On the next day, sections were washed and incubated with the corresponding Alexa Fluor secondary antibodies (Thermofisher Scientific) for 1 h followed by DAPI 1:5000 (Invitrogen, #D3571) for 10 minutes at room temperature (RT). Sections were finally mounted with ProLong Gold Antifade Mountant (Invitrogen, #P36934) for imaging. FITC-labeled wheat-germ-agglutinin (WGA) (Sigma-Aldrich, #L4895) was used to visualize and quantify cardiomyocyte cross-sectional area with ImageJ software. For *in vitro* cultures, cells were fixed with 4% PFA, quenched with NH4Cl, permeabilized, blocked with 1% fish gelatin (Gelatin from cold-water fish skin, Sigma-Aldrich, #G7765), and incubated with primary antibodies (**Supplementary Table 5**) for 25 minutes at RT. Cells were then incubated with the corresponding Alexa Fluor secondary antibodies (Thermofisher Scientific) for 20 minutes at RT. Cells were finally washed and sealed with mounting medium (ProLong Gold Antifade Mountant with DAPI, Invitrogen, #P36935). Imaging was performed using the Leica TCS SPE confocal microscope.

**siRNA experiments**

siRNA trilencers purchased from Origene were used to knock down ZEB2 (#SR511798) and HIF1α (#SR510711). A scrambled siRNA was used as a non-targeting control (#SR30002). Knock down was performed at a final concentration of 10nM using Lipofectamine 2000 (Thermo Fisher Scientific, #11668027) for 24h. Next, medium was refreshed for an additional 8h, and cells were harvested for analysis. Cells were subjected to hypoxia (1% O2 and 5% CO2) for 6 h before collection.

**Human heart samples.** Approval for studies on human tissue samples was obtained from the Medical Ethics Committee of the University Medical Center Utrecht, The Netherlands (12#387). Written informed consent was obtained or in certain cases waived by the ethics committee when obtaining informed consent was not possible due to death of the patient. In this study, we used tissue from the left ventricular free wall of patients with end-stage heart failure secondary to ischemic heart disease. Tissue was obtained during heart transplantation or upon autopsy. RNA was isolated as previously described and gene expression values obtained by qPCR were plotted for correlation analysis.

**MicroRNA target prediction.** For the identification of putative microRNAs targeting Zeb2, we used the target prediction tools miRBase (http://www.mirbase.org) and TargetScan (http://www.targetscan.org/vert_72/).

**Luciferase assay.** HEK293T cells were transfected using Lipofectamine (Thermo Fisher Scientific, #11668027) with pMIR-reporter plasmid containing the 3’UTR of ZEB2 (25 ng/well), pCMV plasmid containing miR-208a (at different concentrations) and renilla. After 48 hours luciferase activity was measured using the Dual-Luciferase® Reporter Assay System (Promega). Relative luciferase activity was normalized to renilla expression.

**Anti-miR injection in mice**

For the baseline study, adult C56BL/6J mice (Charles Rivers) were injected with antimiR-control or antimiR-208a (25mg/kg) subcutaneously for three consecutive days. Animals were sacrificed 3, 7 or 14 days after the last injection and cardiac tissues were collected for baseline analysis. For the IR study, adult mice received sham or IR surgery which was followed by subcutaneous antimiR injections for three consecutive days and used for functional and molecular analysis 14 days later.

**Statistical and reproducibility.** The number of samples (n) used in each experiment is shown in the figures and indicates biological replicates. Results are presented as the mean ± standard error of the mean (SEM). Statistical analyses were performed using PRISM (GraphPad Software Inc. version 6). Two groups were statistically compared using Student’s *t*-test. Multiple groups were statistically compared using ordinary one-way ANOVA or two-way ANOVA. Outliers were defined by Grubbs’ test (alpha=0.05). Data are represented as mean ± SEM. Differences were considered statistically significant at p<0.05. In the figures, asterisks indicate statistical significance (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001) which is also indicated in the individual figures. All representative images of hearts or cells were selected from at least three independent experiments with similar results, unless indicated differently in the figure legend.

**Supplementary Table 4. Sequences of genotyping primers.**

| **Gene name** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *Cre* | gaagcaactcatcgattgatttacg | cactatccaggttacggatatagttc |
| *Zeb2* floxed allele | gaactagttgaattggtagaatcaatgggg (intron 6) | atcagcagcctcctatttaaacagagtgtc (intron 6)  aagcatgtcggtaagctgaccaactactag (intron 7) |
| *Zeb2* knock in | aaagtcgctctgagttgttat | ggagcgggagaaatggatatg (wild type)  gcgaagagtttgtcctcaacc (knock in) |

**Supplementary Table 5. Sequences qPCR primers.**

| **Gene name** | **Species** | **Forward primer** | **Reverse primer** |
| --- | --- | --- | --- |
| *Adcy6* | Mouse | ctggaggatgagaatgagaagc | tgcctctggatgtaaatcttgtg |
| *Cacna1a* | Mouse | ggtgagaaaatacgccaaaaag | atgggtgtcttgtcatcatcag |
| *Cox4i1* | Mouse | ttccagggatgagaaagttcag | tcttctcccaaatcagaacgag |
| *Cox8b* | Mouse | aagttcacagtggttcccaaag | atagctctccaagtgggctaag |
| *E-cadherin* | Rat | tgaagcccaggaaatacacc | caccaacacacccagcatag |
| *eGFP* |  | acgacttcttcaagtccgcc | tcttgtagttgccgtcgtcc |
| *Gapdh* | Mouse | tgtcgtggagtctactggtg | acacccatcacaaacatgg |
| *HIF1A* | Human | aggcttaccatcagctatttgc | accataacaaaaccatccaagg |
| *Hif1a* | Rat | acaaagctcacctgagcctaac | gtcctgagctgaaaatggattc |
| *Hif1a* | Mouse | cccacaatgtgagctcacatct | ccatctgtgccttcatctcatctt |
| *Kcnj12* | Mouse | cctgcagatgccaggacaag | cagctggcctgaactagacaa |
| *miR-208a* | Mouse | ataagacgagcaaaaagcttgt | gaatcgagcaccagttacg (universal) |
| *Nppa* | Mouse | ggtaggattgacaggattggag | gcttaggatcttttgcgatctg |
| *Nppb* | Mouse | gagtccttcggtctcaaggc | caacttcagtgcgttacagc |
| *Nt5e* | Mouse | gtttacaaaggccttgaagtgg | ggatcaatcagtccttccacac |
| *Tnni1* | Mouse | ctgagaaggtgcgttacctc | tggaggcatttggcttcaat |
| *Twist1* | Rat | gaggagctgcagacacagc | gcaggacctggtacaggaag |
| *ZEB2* | Human | gacattccagaaaagcagttcc | gaagccttgagtgctcgataag |
| *Zeb2* | Rat | ccgttggacctgtcattacc | ggatgaagaaacactgttgtgg |
| *Zeb2* | Mouse | gagcaggtaaccgcaagttc | aagcgtttcttgcagtttgg |

**Supplementary Table 6. List of antibodies.**

| **Antibody** | **Company** | **Catalogue nr.** | **Purpose and dilution** |
| --- | --- | --- | --- |
| ACTN2 | Sigma-Aldrich | A7732 | Immunostaining 1:1000 |
| TNNT2 | Abcam | ab8295 | Immunostaining 1:800  Western blot 1:1000 |
| ZEB2 | Novus- biologicals | NBP1-77179 | Immunostaining 1:250 |
| p-NFATc3 | Santa Cruz Biotechnology | sc-365786 | Western blot 1:200 |
| t-NFATc3 | Santa Cruz Biotechnology | sc-8405 | Western blot 1:200 |
| GAPDH | Millipore | MAB374 | Western blot 1:5000 |
| p-PLN-S16 | Badrilla | A010-12AP | Western blot 1:1000 |
| p-PLN-T17 | Badrilla | A010-13AP | Western blot 1:1000 |
| t-PLN | Thermo Fisher Scientific | MA3-922 | Western blot 1:1000 |
| TUBULIN | Sigma-Aldrich | T9026 | Western blot 1:1000 |

**References**

1. Gladka MM, Kohela A, Molenaar B, Versteeg D, Kooijman L, Monshouwer-Kloots J, et al. Cardiomyocytes stimulate angiogenesis after ischemic injury in a ZEB2-dependent manner. *Nat Commun.* 2021;12(1):84.

2. Nyabi O, Naessens M, Haigh K, Gembarska A, Goossens S, Maetens M, et al. Efficient mouse transgenesis using Gateway-compatible ROSA26 locus targeting vectors and F1 hybrid ES cells. *Nucleic Acids Res.* 2009;37(7):e55.

3. Agah R, Frenkel PA, French BA, Michael LH, Overbeek PA, and Schneider MD. Gene recombination in postmitotic cells. Targeted expression of Cre recombinase provokes cardiac-restricted, site-specific rearrangement in adult ventricular muscle in vivo. *J Clin Invest.* 1997;100(1):169-79.

4. Higashi Y, Maruhashi M, Nelles L, Van de Putte T, Verschueren K, Miyoshi T, et al. Generation of the floxed allele of the SIP1 (Smad-interacting protein 1) gene for Cre-mediated conditional knockout in the mouse. *Genesis.* 2002;32(2):82-4.

5. Lacraz GPA, Junker JP, Gladka MM, Molenaar B, Scholman KT, Vigil-Garcia M, et al. Tomo-Seq Identifies SOX9 as a Key Regulator of Cardiac Fibrosis During Ischemic Injury. *Circulation.* 2017;136(15):1396-409.

6. Hashimshony T, Wagner F, Sher N, and Yanai I. CEL-Seq: single-cell RNA-Seq by multiplexed linear amplification. *Cell Rep.* 2012;2(3):666-73.

7. Li H, and Durbin R. Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics.* 2009;25(14):1754-60.

8. Louch WE, Sheehan KA, and Wolska BM. Methods in cardiomyocyte isolation, culture, and gene transfer. *J Mol Cell Cardiol.* 2011;51(3):288-98.

How the deposited data were processed for this re-analysis (not part of the article)

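RNA was sequenced from the hearts of 3 WT sham mice, 3 WT mice after IR, and, 14 days after IR, 3 Zeb2 WT and 3 Zeb2 cTg mice. The authors aligned the reads with STAR, counted them on annotated genes and deposited whole-number counts per gene in 2 tables of 38293 genes and 6 libraries each, without normalization. All columns of both tables were used. The authors prepared stranded libraries and sequenced single-end reads. The methods name the remote zone and a total RNA kit, whereas the records of the samples name the left ventricle and an mRNA kit, and the design text deposited with them names the infarct area with the border zone.

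Each library was assigned to its group and replicate number from its label and the paper. Total counts lay between 20215781 and 36816818 per library, of which between 5706340 and 11618213 fell on genes outside the mitochondrial genome. With the TMM factors, 1 CPM stands for between 17.2 and 37.8 counts. No 2 of the 12 libraries held identical counts or counts that differed by sampling noise alone. Groups of 3 were not tested for single libraries that stand apart.

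Each comparison was fitted within its own table in R 4.3.3 with edgeR 4.0.16: TMM normalization, filterByExpr (minimum count 10, minimum total count 15), the quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested, with a threshold of 0.05. CPM are TMM-normalized counts per 1e6 counts. Zeb2 was examined first as a check of the labels, and because it was not higher in them the libraries are called the libraries labelled Zeb2 cTg IR. Lists of genes were tested with the fry test of limma 3.58.1 on the edgeR fit, with adjustment over the lists of a comparison: the genes of Fig. S4, those of Fig. 4C (only in the comparison they were chosen in), 2 Reactome sets taken from fgsea 1.28.0, and 6 lists of cell-type markers. The overlap of genes between the tables was tested with Fisher's exact test. Principal components were computed on log2 CPM (prior count 2) of the 500 most variable genes. Symbols, positions and the GC content of the longest transcript come from GENCODE release M21 (GRCm38).

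The genes named in the text were chosen by a rule: Zeb2, Hif1a, Adcy6, Nppa, Nppb, Pln, Atp2a2 and the genes of Fig. 4D–I, the other genes of Fig. 4C and Fig. S4 with an adjusted p-value under 0.05 or the opposite direction, and in each comparison the 5 genes higher and the 5 lower with the smallest p-values among those that passed and whose groups did not overlap, leaving out predicted genes. Some genes that meet the rule are not reported here. This rule, the groups, the main tests and all alternatives but those named as later were set before the data were examined. Most tests of explanations for the patterns were chosen after main values had been seen.

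The alternatives were other size factors (RLE, upper quartile, or 22 cardiomyocyte markers), no mitochondrial genes, a minimum of 10 counts in every library, no filter, the replicate number as a block, a correction for GC content, both of these together, all 12 libraries in 1 fit, each library left out in turn, DESeq2 1.42.0, limma-voom, other thresholds, and limma's camera test for lists. The correction for GC content is a smooth fit (loess, span 0.5) of each library's deviations on GC content, used as an offset. The pairing tested by the block comes only from the replicate numbers in the labels, which belong to different animals; the deviations of same-numbered mice had a mean correlation of 0.117 in the table of Zeb2 WT and Zeb2 cTg hearts, where the block gave 1164 genes higher and 649 lower.

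The tests were tried on simulated data with 200 genes changed by known amounts, drawn from the real libraries' means and sizes; 194 of these passed the filter. The fry test gave a p-value under 0.05 for 4 of 100 unchanged lists with the Zeb2 libraries and for 7 of 100 with the WT libraries. With a slope on GC content added to the Zeb2 cTg IR or WT IR side only, 67.5% of called genes had not been changed without the correction and 5.23% with it (Zeb2 libraries), and 91.9% and 3.31% (WT libraries). The added slope was larger than the real differences between groups. Mean slopes per 10 percentage points were 0.18 in the libraries labelled Zeb2 cTg IR and -0.18 in Zeb2 WT IR, and -0.091 in WT IR and 0.091 in WT sham. The DESeq release named by the authors, KEGG, DAVID, qPCR, proteins and ChIP-seq were not analysed here. Figures were drawn with matplotlib.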

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

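The tests on GC content, depth, the Rosa26 locus and atrial or conduction tissue were chosen after the numbers of changed genes, the relation with GC content and the genes with the smallest p-values had been seen; those on other groupings of the libraries were set with the design.

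The paper discusses genes that were higher in Zeb2 cTg hearts after IR. It does not report on the 196 genes that were lower in the libraries labelled Zeb2 cTg IR, in which Zeb2 was not higher, and they are listed here as a signal outside the genes it discusses. The largest in size among the named ones is Myot, whose log2 fold change of -5.19 stayed between -5.69 and -4.89 with each library left out. Of the 10 ways to split the 6 libraries into 3 and 3, only the real one gave as many genes at an adjusted p under 0.05 (474 in both directions, 1 of 10 splits), and the other 9 gave 0 or 1. At an unadjusted p under 0.05 the real split gave 3134 genes, and 1 other, which parts 1 same-numbered pair, gave 3339. That other split divides the libraries by their slope on GC content (log2 per 10 percentage points). It sets Zeb2 WT IR 1 and the libraries labelled Zeb2 cTg IR 1 and 3 (0.045, 0.30 and 0.38) against the rest (-0.40, -0.18 and -0.14). At this looser threshold, a grouping by GC content thus gave more genes than the labels did. Of the 10 splits, 4 part all 3 same-numbered pairs, of which the real one alone gave as many, and the other 6 part only 1 pair. With 10 splits the share cannot fall under 0.1 whatever the data, so this count decides nothing. After the correction for GC content, 84.4% of the 474 genes still passed. With every library drawn down to 7956735 counts outside the mitochondrial genome, a comparison added after the data were seen, 95.4% did. Most of these calls thus held under either change. The fit with the correction called 801 genes in all, so passing in it does not show that the size of a change was free of GC content. A strain variant carried along with the knock-in would raise the share of called genes near the Rosa26 locus, but within 10 Mb of Gt(ROSA)26Sor 3 of 102 genes were called (odds ratio 0.801, Fisher's exact test, two-sided p = 1). With 102 genes this test could show only a large excess, and it could show none if the controls carry the same allele. The paper calls the controls wild-type littermates and gives no further genotype. Lists of atrial and conduction-system genes did not pass limma's fry test. The smaller of their p-values was 0.289 before adjustment, for the conduction system (adjusted p = 0.577, 6 of 8 genes higher, mean log2 fold change 0.21). Of the atrial list only 4 of 9 genes were tested, 2 higher and 2 lower, with a mean of -0.020. Lists this short leave RNA from such tissue open. The design offers the Zeb2 transgene as a biological cause, and the Cre transgene that Zeb2 cTg mice also carry cannot be set apart from it. Both rest on labels that Zeb2 does not bear out, and counts of splits in a design of this size cannot set the pattern apart from grouping by chance.

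The paper draws on WT IR and WT sham for contractility genes that were lower. It does not report on the 1519 genes that were higher in WT IR, which include muscle genes such as Myh7, and they are listed for that reason. Among the named ones, Comp, Col8a2, Ltbp2, Cilp and Myh7 had log2 fold changes of 6.22, 5.94, 5.00, 4.45 and 4.02 and passed with each library left out. Of the 10 splits, 1, the real one, gave as many genes as the 2859 called in both directions, and it was also the only one of the 4 that part all 3 same-numbered pairs. The other 9 gave 0 (up to 1363 at an unadjusted p under 0.05, against 4973). This count decides nothing either, for the same reason. After the correction for GC content, 72.0% of the 2859 genes still passed. Of the 6 lists of cell-type markers, that for fibroblasts rose most, with a mean log2 fold change of 2.13 and 19 of 19 genes higher (adjusted p = 0.0759 from the fry test), and 1 of the 10 splits gave a list with as small a p. This is consistent with more RNA from fibroblasts in injured tissue as a candidate source of some of these genes, but the list did not pass (adjusted p from 1.54e-24 with camera to 0.216 over the alternatives), and injury and sampled tissue cannot be told apart.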

How the results depend on the processing

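For the numbers of genes, the lists of Fig. S4, Fig. 4C and Reactome, Zeb2 and Adcy6, values are given under the alternatives that moved a result past or back over the threshold or changed a count by more than 1.5 times, with ranges over the fits that left out 1 library; for other single genes, marker lists and components, only changes of direction are given as values; where no cause is named, the cause was not tested.

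The genes higher and lower in the libraries labelled Zeb2 cTg IR (278 and 196, in libraries where Zeb2 was not higher) were 1029 and 524 without a filter, 1164 and 649 with the replicate number as a block, 446 and 355 with the correction for GC content, 419 and 325 with both, 671 and 423 with DESeq2, 1265 and 667 with all 12 libraries in 1 fit, 1823 and 1311 at an unadjusted p under 0.05, and 763 and 554 at an adjusted p under 0.1. They ranged from 50 to 1594 and from 46 to 825 across the 6 fits that each left out 1 library. Size factors from cardiomyocyte markers changed the split to 231 and 258 (47.2% higher against 58.6%). In WT IR against WT sham (1519 and 1340, 53.1% higher), the same size factors gave 3282 and 263 (92.6% higher) and moved the median of all genes to 0.29 on the log2 scale. All 12 libraries in 1 fit gave 950 and 474 (66.7% higher), and an unadjusted p under 0.05 gave 2584 and 2389. Leaving out each library gave from 226 to 2543 and from 195 to 2437. The block alone gave 1395 and 1200, where the deviations of same-numbered mice, which are different animals, had a mean correlation of -0.0123, and with the correction for GC content it gave 735 lower.

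The 55 genes lower in WT IR and higher in the libraries labelled Zeb2 cTg IR were 18 with size factors from cardiomyocyte markers, 373 without a filter, 343 with the block and 120 with all 12 libraries in 1 fit, and from 4 to 461 across the 12 fits that left out 1 library. By chance, 26.8 would be shared for the 55, and 4.09, 80.4, 104 and 42.4 under these settings in turn. For the 4 and the 461 it would be 4.82 and 156. Of the 41 genes of Fig. 4C, 31 were in the top 200 by p-value and 20 when ranked by log2 fold change.

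Zeb2 in the libraries labelled Zeb2 cTg IR (-0.07) changed direction with the correction for GC content (0.15) and with the block and this correction (0.15), passed under none of the alternatives, and lay from -0.13 to 0.019 with each library left out. In WT IR, Zeb2 (0.47, adjusted p = 0.0219) lay from 0.38 to 0.59 with each library left out, failing in 3 of these 6 fits, and was 0.34 (adjusted p = 0.0521) with the block and GC correction, which no longer passes. Adcy6 in the libraries labelled Zeb2 cTg IR lay from 0.75 to 1.04 with each library left out and failed in 4 of these 6 fits. In WT IR it lay from -0.51 to -0.26, passing in 1 of 6 fits, and it passed without a filter (-0.34).

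The genes of Fig. S4 lay from 1.217 to 1.49 in the libraries labelled Zeb2 cTg IR with each library left out and failed in 4 of 6 fits, and those of Fig. 4C lay from 1.33 to 1.50 and failed in 3. With size factors from cardiomyocyte markers, adjusted p-values of lists are over 4 lists in the libraries labelled Zeb2 cTg IR and 3 in WT IR, since marker lists are left out, against 10 and 9 elsewhere. In WT IR the genes of Fig. S4 passed with these size factors (-0.13) and with camera (-0.40), and lay from -0.53 to -0.33 with each library left out, passing in 1 of these 6 fits. The Reactome set for striated muscle contraction passed in the libraries labelled Zeb2 cTg IR with size factors from cardiomyocyte markers (0.24), the GC correction (0.18), all 12 libraries in 1 fit (0.36) and camera (0.35), with 0.27 to 0.41 over the fits that left out 1 library, passing in 1. In WT IR its mean changed direction with these size factors (0.17) and without a filter (0.34), although in the latter 18 of 31 genes were lower and the direction of the fry test stayed lower, and it passed with camera (-0.11), and lay from -0.17 to -0.075 with each library left out, passing in 1 fit. The set for respiratory electron transport passed in the libraries labelled Zeb2 cTg IR with these size factors (0.22), all 12 libraries (0.37) and camera (0.33), and in WT IR with all 12 libraries (-0.34) and camera (-0.34), where it lay from -0.45 to -0.27 with each library left out, passing in 1 fit. Of the 6 cell-type lists, 0 passed in either comparison. With camera 1 passed in the libraries labelled Zeb2 cTg IR and 4 in WT IR, with all 12 libraries 3 in WT IR, and with each library left out from 0 to 4 in WT IR.

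Values that changed direction and never passed in the direction they changed to were those of immune markers in the libraries labelled Zeb2 cTg IR (-0.016 with the GC correction and -0.020 with the block and this correction), and in WT IR those of smooth muscle markers (0.029 and 0.019 with the same settings), Cacna1a (0.18 with cardiomyocyte size factors, 0.12 with the GC correction and 0.12 with the block and this correction) and Pln (0.071 with cardiomyocyte size factors). With each library left out, ranges that crossed 0 were -0.20 to 0.0032 for Atp2a2 and -0.16 to 0.010 for endothelial markers in the libraries labelled Zeb2 cTg IR, and in WT IR -0.19 to 0.026 for Cacna1a, -0.012 to 0.077 for Myl12a, -0.032 to 0.16 for Nt5e, -0.083 to 0.33 for Ryr3, -0.13 to 0.0010 for endothelial markers and -0.25 to 0.070 for smooth muscle markers. Among the other single genes, lists and components, 32 of 1116 values lost the threshold, 16 gained it and 3 moved under settings that kept all libraries, and 113 of 570 lost it and 9 gained it with a library left out.

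Cacna1h, near 1 CPM in Zeb2 WT IR, rests on 25, 23 and 37 counts there, so counting error limits how exactly the fold changes of genes at such levels are known.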

Differences from the paper's values

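In units of 1e6, the paper states a mean of 16.2 ± 1.9 (SD) reads per library, and the deposited tables hold a mean of 28.2 counts. Without mitochondrial genes, an alternative set before the data were examined for the numbers of changed genes, the mean was 9.15 and differed as well. Without the mitochondrial ribosomal RNA genes, an alternative chosen after seeing the values, it was 11.1, which is within 1.5 times the paper's mean, but the minimum under this alternative was 7.22 against the paper's 14 and differed, whereas the minimum of all counts, 20.2, did not.

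The paper's qPCR shows Zeb2 in Zeb2 cTg IR at about 1.7 times its level in Zeb2 WT IR in Fig. 3B, read by eye, and the counts give 0.953 times. Under the 18 alternatives set before the data were examined the value lay between 0.884 and 1.11, and none closed the gap. For Adcy6 the paper's qPCR shows about 3.5 times in Fig. S4C, read by eye, and the counts give 1.83 times. Under the 18 alternatives it lay between 1.48 and 2.06, and none closed the gap. In both cases the values stand beside each other as qPCR and sequencing, and the paper does not say whether the hearts measured by qPCR are those sequenced.

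The paper presents Zeb2 as overexpressed in Zeb2 cTg hearts, whereas its log2 fold change in the libraries labelled Zeb2 cTg IR was -0.07. Besides qPCR of Zeb2, the paper's evidence is qPCR of eGFP and staining of ZEB2 protein in heart sections (Fig. 3C and D). The counts here test neither of these. With the correction for GC content it was 0.15, with and without the replicate number as a block, and did not pass. The paper draws the genes of Fig. 4C from its top 200 genes, and by p-value 31 of the 41 were among the top 200 here, while with DESeq2 all 41 were. It places Adcy6 among the top genes that were higher, and Adcy6 ranked 200. Fig. S4A shows its genes as lower after injury, and here Myl9 (0.30), Myl1 (0.20), Ryr3 (0.12) and Myl12a (0.04) were higher, without passing. Of these, Myl12a (-0.012) and Ryr3 (-0.083) lay below 0 with 1 WT sham library left out, without passing, while Myl9 (0.57) and Myl12a (0.33) passed as higher relative to cardiomyocyte markers, and Myl1 (0.42) with 1 library left out. Adcy6, shown there too, was lower by a log2 fold change of -0.34 (adjusted p = 0.128) and passed without the filter on low counts (-0.34) and with 1 library left out (-0.51), but was -0.071 relative to cardiomyocyte markers and -0.24 with the GC correction, and did not pass with either.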

Other observations

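The patterns with GC content, Zeb2, fibroblast markers and opposite changes were noticed in these data before most of their tests were chosen, so what follows holds hypotheses; the lists, size factors and GC correction were fixed earlier.

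Zeb2 was not higher in the libraries labelled Zeb2 cTg IR. No library stood out in Zeb2, since the highest value was 1.23 times the lowest over the 6 libraries (67.0 and 54.7 CPM). With values this even, Zeb2 cannot show whether libraries were exchanged between the groups. Relative to cardiomyocyte markers the log2 fold change of Zeb2 was -0.18 (adjusted p = 0.558, and from 0.276 to 0.957 over the alternatives). This scaling does not remove Zeb2 RNA from other cells, and fibroblast markers were lower in these libraries, so a loss of Zeb2 RNA from other cells may hide a rise in cardiomyocytes, and this is left open. Gt(ROSA)26Sor, the gene the knock-in interrupts, had between 2 and 11 counts per library and a log2 fold change of -1.34 (standard error 0.73, adjusted p = 0.350, in the fit without a filter), so whether the knock-in is present could not be told. The tables give 1 value per gene, so a transgene's coding sequence could not be set apart from the untranslated regions of Zeb2. In WT IR, Zeb2 was higher than in WT sham by a log2 fold change of 0.47 (adjusted p = 0.0219), and Hif1a by 0.51 (adjusted p = 0.0132), each failing in 3 of the 6 fits that left out 1 library, while Hif1a had -0.40 (adjusted p = 0.236) in the libraries labelled Zeb2 cTg IR.

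Across genes, the log2 fold change rose with GC content in the libraries labelled Zeb2 cTg IR (Spearman's rho 0.552), whose labels Zeb2 does not bear out, and fell with it in WT IR (-0.292). The slope of each library's deviation on GC content, per 10 percentage points, varied within the groups of the Zeb2 table by up to 1.44 times the difference between them, and 1 of the 3 libraries labelled Zeb2 cTg IR (replicate 2, -0.14) had a slope among those of Zeb2 WT IR (from -0.40 to 0.045). In each same-numbered couple the library labelled Zeb2 cTg IR had the higher slope (0.30 and 0.045, -0.14 and -0.40, 0.38 and -0.18), as a difference between the groups would give. The spread within groups leaves a bias that varies from library to library as a candidate source of the relation in that table, and the 2 cannot be told apart here. The wild-type injured hearts of the tables also differed with GC content (Spearman's rho -0.491 for Zeb2 WT IR against WT IR), which is consistent with a difference between library batches, but these groups differ in mouse line and table at once and cannot be told apart. The changes in the tables were opposite across 12674 genes (Spearman's rho -0.372), and after a smooth fit on GC content was removed from both the rho was -0.254, so GC content may account for part of the opposition but not for all of it. The 55 genes lower in WT IR and higher in the libraries labelled Zeb2 cTg IR were as many in 1 of the 10 splits of the Zeb2 table, the real one, which is also the only one of the 4 that part all 3 same-numbered pairs. The other 6 part only 1 pair. Since the splits other than the real one called 0 or 1 genes, they could not share more, and this count decides nothing.

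The genes of Fig. S4 have a median GC content of 56.6%, against 49.3% for the genes tested. In WT IR their mean log2 fold change of -0.40 became -0.24 with the GC correction (adjusted p = 0.118, with 0.0759 before it, and from 2.37e-06 to 0.216 over the alternatives), so the fry test leaves GC content open. Against 10000 random lists matched on GC content and expression, a comparison added after the data were seen, their mean lay at percentile 0.02, that of the Reactome set for respiratory electron transport at percentile 0 and that of the set for striated muscle contraction at percentile 25.5; in the libraries labelled Zeb2 cTg IR the 3 lists lay at percentiles 100, 100 and 97.8. The random lists were drawn over genes, which are not independent replicates, so these percentiles do not measure the spread between mice. Relative to cardiomyocyte markers the mean of the Fig. S4 genes in WT IR was -0.13. Cardiomyocyte markers were lower in 21 of 22 genes there but did not pass as a list (-0.29, adjusted p = 0.0760, and from 3.39e-05 to 0.216 over the alternatives), so a smaller share of cardiomyocyte RNA may account for part of the decrease. The figure may show these genes for their decrease in these libraries, so the tests on them do not settle how much remains. In the libraries labelled Zeb2 cTg IR, where Zeb2 was not higher, their mean of 1.31 was 0.98 with the GC correction, 1.19 relative to cardiomyocyte markers and 1.31 without mitochondrial genes. Since these genes were chosen on these libraries, these values cannot separate the explanations. The Reactome set for striated muscle contraction, which was not chosen on them, fell from 0.35 to 0.18 with the GC correction (adjusted p = 0.0180, and from 0.00387 to 0.274 over the alternatives), so GC content may account for part of it.

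With the 6 libraries of each table split in all 10 ways, as small a fry p was found in 1 split, the real one, for the genes of Fig. S4 in both tables, for those of Fig. 4C, for the Reactome set for respiratory electron transport in both tables and for that for striated muscle contraction in the Zeb2 table, and in 2 splits for the latter set in the WT table. Among the 4 splits that part all 3 same-numbered pairs, the real one alone gave as small a p for each of these. For the smallest p over the 6 cell-type lists, 4 of the 10 splits of the Zeb2 table did as well, of which 3 part only 1 pair, and 1 of 10 in the WT table. No share under 0.1 is possible with 10 splits, whatever the data, so these counts decide nothing for or against grouping by chance.

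Fibroblast markers were lower in 18 of 19 genes in the libraries labelled Zeb2 cTg IR, where Zeb2 was not higher, with a mean log2 fold change of -1.19 (adjusted p = 0.112 from the fry test, and from 7.50e-13 with camera to 0.274 over the alternatives), and -1.28 with the GC correction. They were also lower in Zeb2 WT IR than in WT IR (-1.16 in the fit of all 12 libraries, where the groups come from separate tables). Less fibroblast RNA in the libraries labelled Zeb2 cTg IR, by biology or by the tissue sampled, is a candidate explanation that the list's p leaves open. Nppa and Nppb, which rise with cardiac stress, were higher in WT IR (log2 fold changes 3.57 and 1.30, adjusted p = 0.00156 and 0.00530) and also higher in the libraries labelled Zeb2 cTg IR (2.43 and 1.30, adjusted p = 0.0182 and 0.0308, passing in 4 and 2 of the 6 fits that left out 1 library). Lists of atrial and conduction-system genes, added after the data were seen, moved in WT IR with means of 0.79 and -0.61 (fry p adjusted over these 2 lists, 0.00435 and 0.00102; 3 of 5 and 1 of 8 genes higher), and their splits were not counted.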
